# Resistance against *Sclerotinia sclerotiorum* in soybean involves a reprogramming of the phenylpropanoid pathway and up‐regulation of antifungal activity targeting ergosterol biosynthesis

**DOI:** 10.1111/pbi.13082

**Published:** 2019-02-11

**Authors:** Ashish Ranjan, Nathaniel M. Westrick, Sachin Jain, Jeff S. Piotrowski, Manish Ranjan, Ryan Kessens, Logan Stiegman, Craig R. Grau, Shawn P. Conley, Damon L. Smith, Mehdi Kabbage

**Keywords:** necrotrophic fungi, resistance, *Sclerotinia sclerotiorum*, antifungal metabolites, ergosterol, reactive oxygen species, jasmonate signalling, phenylpropanoid pathway

## Abstract

*Sclerotinia sclerotiorum*, a predominately necrotrophic fungal pathogen with a broad host range, causes a significant yield‐limiting disease of soybean called Sclerotinia stem rot. Resistance mechanisms against this pathogen in soybean are poorly understood, thus hindering the commercial deployment of resistant varieties. We used a multiomic approach utilizing RNA‐sequencing, gas chromatography–mass spectrometry‐based metabolomics and chemical genomics in yeast to decipher the molecular mechanisms governing resistance to *S. sclerotiorum* in soybean. Transcripts and metabolites of two soybean recombinant inbred lines, one resistant and one susceptible to *S. sclerotiorum* were analysed in a time course experiment. The combined results show that resistance to *S. sclerotiorum* in soybean is associated in part with an early accumulation of JA‐Ile ((+)‐7‐iso‐jasmonoyl‐L‐isoleucine), a bioactive jasmonate, increased ability to scavenge reactive oxygen species, and importantly, a reprogramming of the phenylpropanoid pathway leading to increased antifungal activities. Indeed, we noted that phenylpropanoid pathway intermediates, such as 4‐hydroxybenzoate, cinnamic acid, ferulic acid and caffeic acid, were highly accumulated in the resistant line. *In vitro* assays show that these metabolites and total stem extracts from the resistant line clearly affect *S. sclerotiorum* growth and development. Using chemical genomics in yeast, we further show that this antifungal activity targets ergosterol biosynthesis in the fungus, by disrupting enzymes involved in lipid and sterol biosynthesis. Overall, our results are consistent with a model where resistance to *S. sclerotiorum* in soybean coincides with an early recognition of the pathogen, leading to the modulation of the redox capacity of the host and the production of antifungal metabolites.

## Introduction

*Sclerotinia sclerotiorum* (Lib.) de Bary is a plant fungal pathogen with a predominately necrotrophic lifestyle and worldwide distribution that is known to infect over 400 plant species (Boland and Hall, 1994). On soybean (*Glycine max* (L.) Merr.), it causes sclerotinia stem rot (SSR), a significant and challenging yield‐limiting disease. SSR development is heavily influenced by weather conditions, and disease development is favoured by cool and wet conditions during flowering. Data suggest that 1.6 billion kilograms of soybean is lost each year to SSR in the US alone, making it the second most damaging disease of soybean (Baker *et al*., 2010. Globally, SSR can cause yield reductions as high as 60% (Cunha *et al*., 2010). Soybeans are an important source of plant proteins and oils globally (Hartman *et al*., 2011; Hill *et al*., 2006; Ribeiro *et al*., 2017); these products can also be significantly affected by SSR (Hoffman *et al*., 1998). Management strategies against SSR rely largely on chemical control (McCaghey *et al*., 2017), though cultural practices such as crop rotation, seeding rate and row spacing modifications have been used with limited success. While genetic resistance is by far more sustainable, our understanding of resistance mechanisms against this pathogen is limited, and current commercial varieties lack adequate levels of resistance to SSR.

In the past two decades, studies have increased our understanding of *S. sclerotiorum* pathogenic development*. S. sclerotiorum* is a prolific producer of cell wall degrading enzymes (CWDEs) that contribute to its pathogenic success (Amselem *et al*., 2011). In addition to its lytic repertoire, the pathogenic success of *S. sclerotiorum* relies on the key virulence factor oxalic acid (OA). Mutants that are defective in OA production are weakly pathogenic (Kabbage *et al*., 2013; Liang *et al*., 2015; Williams *et al*., 2011; Xu *et al*., 2015). In the addition to OA, other virulence factors targeting host responses are proposed to contribute to the pathogenicity of *S. sclerotiorum*; Pedras and Ahiahonu, 2004; Zhu *et al*., 2013). Unfortunately, these studies have largely focused on the fungal side of this interaction, and only provide glimpses into the plant mechanisms governing resistance to this pathogen, mainly in model plants. In soybean, bi‐parental linkage mapping led to the discovery of many quantitative trait loci (QTL) for resistance to this pathogen. Remarkably, a total of 103 QTL on 18 of the 20 soybean chromosomes have been recorded in SoyBase (Grant *et al*., 2009) with minimal overlap between QTL reported by different studies (Arahana *et al*., 2001; Huynh *et al*., 2010; Kim and Diers, 2000; McCaghey *et al*., 2017; Moellers *et al*., 2017; Wei *et al*., 2017). Despite these efforts, gene level and mechanistic details of soybean resistance mechanisms against *S. sclerotiorum* remain unknown.

Recent advances in Next‐Generation RNA sequencing (RNAseq) allow for cost‐efficient and powerful examination of global differences in the transcriptional response to environmental cues. The application of RNAseq approaches in soybean–*S. sclerotiorum* interaction studies will, most assuredly, contribute to the development of molecular genetic resources crucial for mechanistic and translational research. Transcriptomics were used to study the interaction of *S. sclerotiorum* with non‐model plant hosts, including soybean (Calla *et al*., 2009, 2014), canola (Girard *et al*., 2017; Joshi *et al*., 2016; Seifbarghi *et al*., 2017), pea (Zhuang *et al*., 2012) and common bean (Oliveira *et al*., 2015). While informative, these studies were solely based on gene expression comparisons, and thus may not provide a complete picture of the flow of biologic information. When coupled with other omics approaches, such as metabolomics and chemical genomics, and functional studies, RNAseq can provide a much greater understanding of the biology, by integrating genetic responses of a particular interaction to functional consequences. Herein, we apply multiomics approaches to identify and validate resistance processes against *S. scleoriorum* in soybean lines generated in our breeding programme. The identification of these processes will not only increase our understanding of the soybean–*S. sclerotiorum* interaction but will also facilitate the introgression of resistance into soybean varieties.

Our recent breeding efforts led to the identification of several recombinant inbred lines (RILs) highly resistant to *S. sclerotiorum* (McCaghey *et al*., 2017), using the soybean line W04‐1002 as the main source of resistance (Peltier *et al*., 2009). After multiple generations of greenhouse selection, we have chosen two RILs originating from the same cross: one resistant (91‐145) and one susceptible (91‐44) to SSR to complete this study. A comparative analysis using a combination of RNAseq, metabolomics and chemical genomics in yeast shows that resistance in 91–145 is associated in part with an earlier induction of jasmonate signalling, increased ability to scavenge reactive oxygen species (ROS) and importantly a reprogramming of the phenylpropanoid pathway leading to increased antifungal activities. We further discuss and provide evidence for the importance of antifungal compounds during the resistance response against this pathogen and show that this antifungal activity targets ergosterol biosynthesis in the fungus. We propose that the modulation of the identified pathways through RNAi/gene editing or overexpression approaches may be used to introgress SSR resistance in commercial soybean germplasm and possibly other host crops.

## Results

### Disease development in the resistant (91‐145) and susceptible (91‐44) soybean lines

Two recombinant inbred lines (RIL) of soybean showing a differential response to *S. sclerotiorum* were chosen for this study. The resistant and susceptible selections were classified based on our previous germplasm selection study (McCaghey *et al*., 2017). Both the resistant 91‐145 (R) and the susceptible 91‐44 (S) lines were developed utilizing the SSR resistant parental line W04‐1002 (P1) and LN89‐5717 (PI 5745542), an SSR‐susceptible parental line having other desirable pathogen resistance traits (McCaghey *et al*., 2017). Plants were inoculated using the cut petiole inoculation method (Ranjan *et al*., 2018) and infection progression was monitored in R and S soybean lines over 7 days. Initial symptoms of SSR began appearing on the main stem 48 h post‐inoculation (hpi) as light brown lesions surrounding the point of inoculation, which spread as the disease progressed (Figure 1). By 96 hpi, extensive tissue colonization occurred along the main stem in the S line, while small restricted lesions with a red coloration were observed at the inoculation site in the R line (Figure 1). By Day 7, it was apparent that the R line had largely restricted fungal growth on the main stem and the red coloration observed at the site of infection had become more prominent, whereas the *S. sclereotiorum* infection had girdled the main stem of the S line (Figure 1). Global transcriptome and metabolome analyses were conducted on *S. sclereotiorum‐*infected soybean stem tissue collected from both R and S lines at the specified time points.

**Figure 1:**
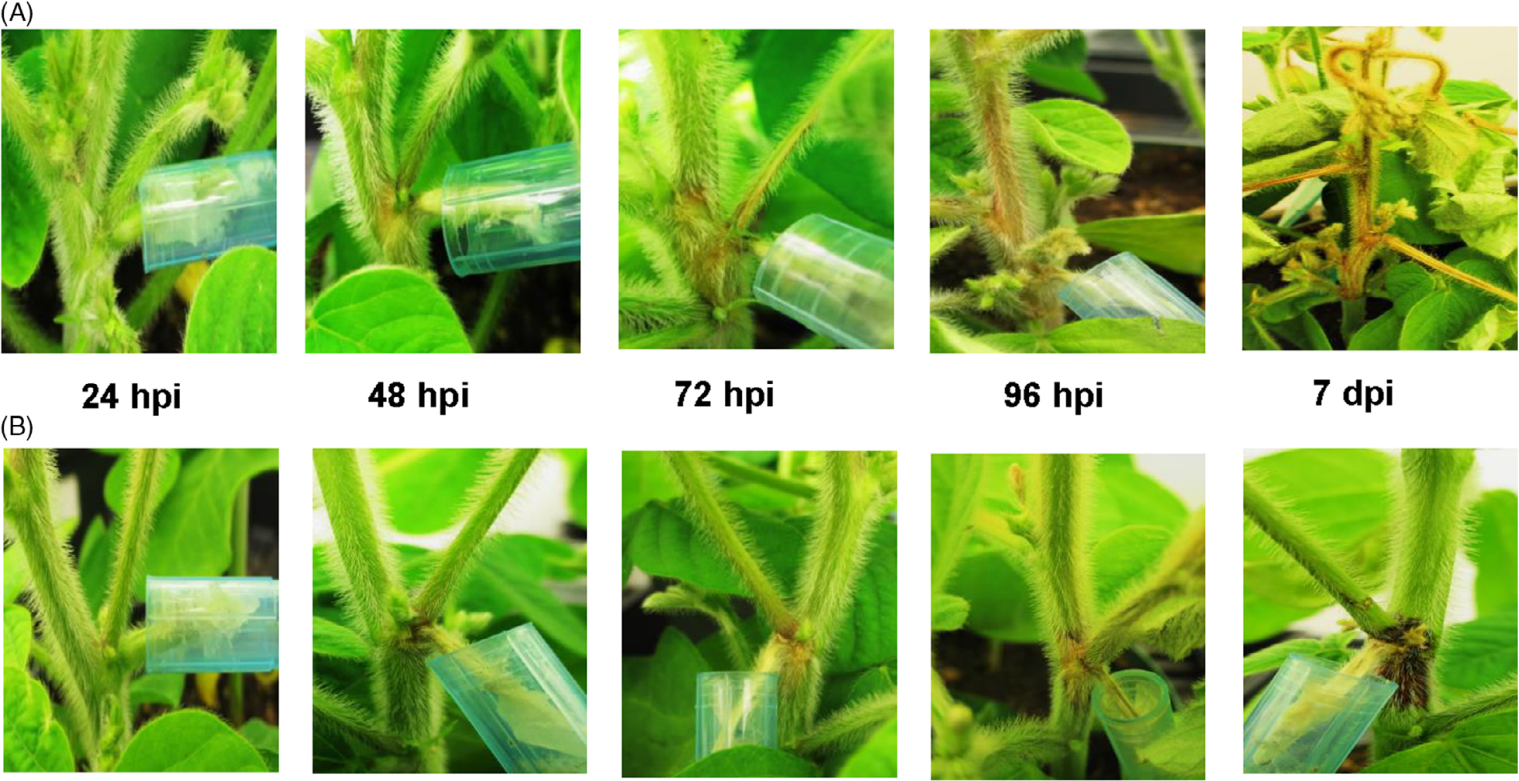
Symptom development in susceptible and resistant soybeans. Disease symptoms observed following petiole inoculation with an agar plug containing actively growing mycelia of *S. sclerotiorum* at 24, 48, 72, 96 h post‐inoculation (hpi) and 7 days post‐inoculation (dpi). (A) Susceptible (S) line. (B) Resistant (R) line. At 7 dpi in the R line, red coloration at point of inoculation (red node) is prominently visible.

### Mapping and overview of RNA sequencing data

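Stem segments around the inoculated node were taken from the R and S lines at 24, 48 and 96 hpi. Segments of non-inoculated stems were the controls, and each of the 8 groups had 3 biological replicates. No mock-inoculated or time-matched control was among the 24 libraries. Comparisons against control therefore do not separate infection from the wound of inoculation or from time. The authors mapped the reads to the soybean and fungal genomes with Subjunc, counted them per gene with featureCounts and deposited RPKM for 43224 soybean genes in each of the 24 libraries. RPKM is not a read count, so the counts were read back from the steps between low RPKM values, which gave whole reads in 100% of the genes (within 0.001 reads). By these reads, the R line held 21.3 to 37.3 M reads (median 26.3) per control library, 19.3 to 20.8 M reads (median 19.4) at 24 hpi, 15.7 to 24.3 M reads (median 21.9) at 48 hpi and 14.2 to 30.01 M reads (median 20.7) at 96 hpi. The S line held 20.2 to 28.99 M reads (median 25.5) in controls, 17.9 to 28.3 M reads (median 27.7) at 24 hpi, 16.0 to 34.7 M reads (median 17.6) at 48 hpi and 11.0 to 19.03 M reads (median 19.0) at 96 hpi. At 96 hpi the reads per library were 21.6 ± 7.93 M in the R line and 16.3 ± 4.63 M in the S line (SD, n = 3 each), a difference that an exact two-sided permutation test did not separate (p = 0.4, with 0.1 the smallest p that 3 against 3 allow). The paper's own read totals per group (Table 1) lie within 1.5 times of these sums, and the values here rest on the RPKM.

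Fold changes are differences of log2(RPKM + 0.5), a scale that understates the change of genes with low expression. They were tested with limma (trend) in one fit of all 24 libraries over the 37534 genes with an RPKM of at least 1 in at least 3 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1, the thresholds that the paper gives for infected against control stems. Gene lists were tested with camera, and the counts of list members refer to these calls. On the first principal component of these values, which takes 62.6% of the variance, the 6 control libraries lay between -178 and -162 and the S line at 96 hpi between 167 and 201. R line libraries at 96 hpi lay at 93.4 and 141, but replicate 3 of that group lay at -16.6, among the libraries of 24 hpi. The second component (11.7%) set replicate 3 of every group above its replicates 1 and 2.

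**Figure D1:**
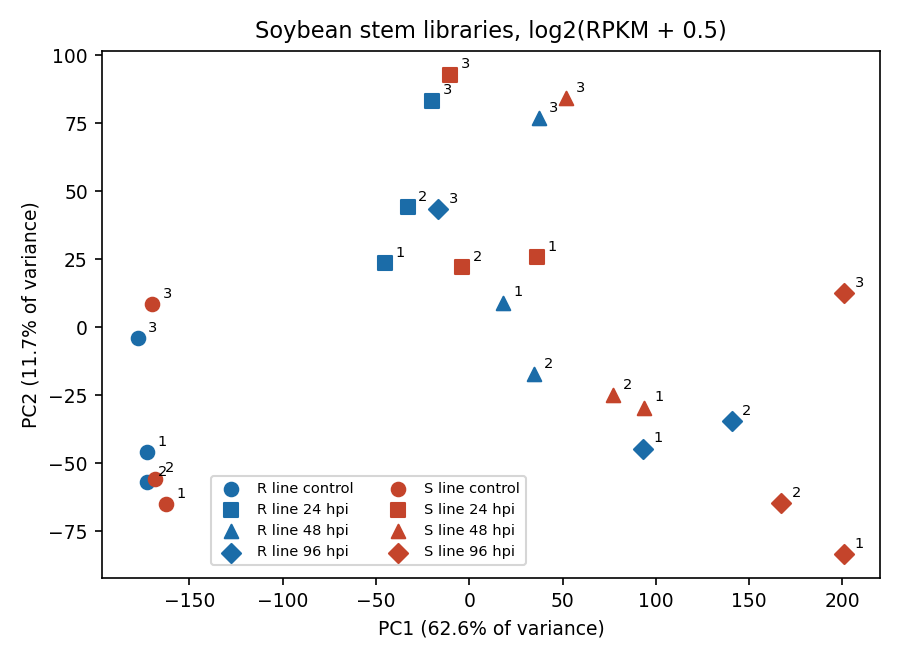
Principal components of log2(RPKM + 0.5) of the 24 libraries, with the first component on the horizontal and the second on the vertical axis. Each point is a library, marked by line, time and replicate. Controls lie at the left, the S line at 96 hpi at the right, and R 96 hpi replicate 3 at -16.6 on the first component.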

RNA sequencing was conducted on 24 stem samples, consisting of three independent biological replicates for each of the time points selected. Depending on the time point, 64.9–89.7 million raw reads were generated, with 95.7%–96.6% of reads mapping to the reference genomes of soybean and *S. sclereotiorum* at all time points. On average, 96% of the total reads mapped uniquely to the soybean reference genome in the uninfected plants of both lines. In the S line, 91.6%, 91.8% and 68.9% of the reads mapped to the soybean genome at 24, 48 and 96 hpi respectively. In the R line, 92.8%, 91.9% and 88.2% of the reads mapped to the soybean genome at 24, 48 and 96 hpi respectively (Table 1). At 96 hpi, the reads mapping to the fungal genome in the S line (27%) is significantly higher than those in R line (8%), which is expected considering the extensive colonization of the soybean stem by *S. sclerotiorum* in the susceptible interaction, particularly at the later stages of the infection process.

**Table 1:** Summary of the sequencing metrics of the RNA‐seq

Time points (hours)	Total reads	Mapping to *Glycine Max*	Mapping to *S. sclerotiorum*
Susceptible line (S)			
Control	79,559,096	76,737,931 (96.5%)	0 (0.0%)
24 hpi	81,259,978	74,457,988 (91.6%)	3,607,921 (4.4%)
48 hpi	74,344,340	68,265,965 (91.8%)	2,941,195 (4.0%)
96 hpi	69,266,099	47,765,044 (68.9%)	18,712,374 (27.0%)
Resistant line (R)			
Control	89,753,272	85,133,076 (96.6%)	0 (0.0%)
24 hpi	64,923,300	60,261,793 (92.8%)	2,286,347 (3.5%)
48 hpi	67,520,185	62,099,244 (91.9%)	2,513,457 (3.8%)
96 hpi	72,951,207	64,399,890 (88.2%)	5 691,551 (7.8%)

### Differentially expressed genes (DEGs) of soybean during infection

A comparative analysis of differentially expressed genes (DEGs) was performed during the course of infection in both the R and S lines as well as between these two lines at the specified time points. In the R line, we observed the maximum number of DEGs at 48 h following inoculation (Table S1 and Figure S1A). In contrast, the maximum DEGs in the S line occurred 96 h post‐inoculation (Table S1 and Figure S1B). 

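In the R line, genes of the phenylpropanoid pathway and ethylene response factors were raised at 24 hpi. Of 19 genes for chalcone synthase, the enzyme that opens the flavonoid branch, 15 were higher (15 adjusted over the list alone) at 24 hpi, with a median log2 fold change of 6.30; the copies are alike enough that they may share reads. Of 8 genes for phenylalanine ammonia-lyase, the entry to the phenylpropanoid pathway, 5 were higher (5 adjusted over the list alone) at 24 hpi, and Glyma.02G309300 rose by a log2 fold change of 4.28 (standard error 0.29, adjusted p = 2.27e-09). Of 143 ethylene response factors 76 were higher and 1 lower (77 and 2 adjusted over the list alone), and of 126 WRKY transcription factors 41 were higher (42 adjusted over the list alone). Of 628 genes for ribosomal proteins, 242 were higher and 2 lower (242 and 2 adjusted over the list alone) at 24 hpi. For these 5 lists camera gave adjusted p from 3.58e-30 to 7.75e-06 with its preset correlation of 0.01, and adjusted p from 0.113 to 0.318 with an estimated correlation. As a list, the ribosomal protein genes did not stand above those of the S line at 24 hpi. Against the S line, 2 were called higher and 1 lower in the R line, with 18 higher and 233 lower at an unadjusted p below 0.05 by limma.

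Of all genes tested, the largest rise at 24 hpi on the scale of log2(RPKM + 0.5), which understates changes from values near 0, was that of a myrcene synthase, an enzyme of monoterpene synthesis (Glyma.12G197400), from 0.312 ± 0.0155 to 211 ± 122 RPKM (SD, n = 3 each), a log2 fold change of 7.88 (standard error 0.36, adjusted p = 3.66e-11). An isoflavone reductase (Glyma.11G070500) rose by 7.57 and a salicylic or benzoic acid carboxyl methyltransferase (Glyma.18G239000) by 7.26. A gene for a SAM22 stress protein of the PR-10 family (Glyma.07G243500) rose by 8.38 at 48 hpi and by 9.22 at 96 hpi, when it reached 14800 ± 8730 RPKM (SD, n = 3). Glyma.13G252300, one of several near-identical PR1a genes that may share reads, rose by 8.92 at 96 hpi. A nodulin-like gene (Glyma.06G123300) fell by 4.52 at 48 hpi, and an expansin A4 gene of wall loosening (Glyma.01G050100) fell by 2.89 at 24 hpi. Of 93 genes of the secondary wall and xylem, 5 were higher and 66 lower (5 and 66 adjusted over the list alone) at 96 hpi, and of 38 laccases, which couple lignin monomers, 6 were higher and 24 lower (6 and 26 adjusted over the list alone). Camera gave adjusted p of 7.17e-13 and 8.48e-04 for these 2 lists, and adjusted p = 0.253 and 0.3 with an estimated correlation. Without R 96 hpi replicate 2, 40 genes of the secondary wall list were lower, and with only the groups compared in the fit 3 were higher and 21 lower, with 11 lower laccases; limma voom on the recovered reads called 3 higher secondary wall genes.

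In the R line limma called 4288 genes (3612 higher and 676 lower) at 24 hpi, 7464 genes (4878 higher and 2586 lower) at 48 hpi and 9321 genes (5495 higher and 3826 lower) at 96 hpi. Fitted with only the groups compared, the counts were 7869 at 48 hpi and 7514 at 96 hpi. Rescaled to the same upper quartile, the splits were 2990 higher and 1336 lower at 24 hpi, 4077 higher and 3955 lower at 48 hpi and 4497 higher and 5332 lower at 96 hpi, and after quantile normalization 2979 higher and 1654 lower, 3983 higher and 4202 lower and 4603 higher and 5028 lower. After upper-quartile rescaling the counts were 125 higher and 2 lower among ribosomal proteins at 24 hpi, and after quantile normalization 68 higher and 2 lower among ribosomal proteins at 24 hpi. The 9 single-gene calls held under every alternative.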

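In the S line at 96 hpi, most genes of photosynthesis and of the secondary wall were below control. Of 100 photosynthesis genes 1 was higher and 76 lower (1 and 76 adjusted over the list alone), with a median log2 fold change of -2.34 (camera adjusted p = 3.41e-09, and adjusted p = 0.524 with an estimated correlation). Glyma.16G145800, a light-harvesting protein of photosystem I, had a log2 fold change of -3.99 (standard error 0.50, adjusted p = 1.34e-06). Of 93 genes of the secondary wall and xylem 2 were higher and 76 lower (2 and 77 adjusted over the list alone), with a median of -3.04 (camera adjusted p = 2.46e-13, and adjusted p = 0.284 with an estimated correlation). Among them, a fasciclin-like arabinogalactan protein (Glyma.13G327100) had a log2 fold change of -4.83 (standard error 0.38, adjusted p = 3.23e-09).

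Among the genes named by the size of their change, a PR1a gene (Glyma.13G252400), whose near-identical copies may share reads, rose by 10.44, and a thaumatin-like protein (Glyma.10G061000) rose from 4.92 ± 3.15 to 6577 ± 2430 RPKM (SD, n = 3 each), a log2 fold change of 10.43 (standard error 0.65, adjusted p = 1.51e-10). A class I chitinase (Glyma.02G042500), an enzyme that cuts fungal wall chitin, rose by 10.28. As lists, these classes went both ways: of 59 pathogenesis-related and thaumatin-like genes 19 were higher and 14 lower (19 and 14 adjusted over the list alone), and of 91 chitinases and glucanases 22 were higher and 38 lower (22 and 38 adjusted over the list alone) (camera adjusted p = 0.348 and 0.0316, and adjusted p = 0.559 and 0.401 with an estimated correlation), the latter with a median of -0.71, a mean of 0.25 and a direction down by camera. Thiamine thiazole synthase (Glyma.20G142000) fell from 947 ± 245 to 6.93 ± 1.5 RPKM (SD, n = 3 each), and a chloroplast glucose-6-phosphate/phosphate translocator (Glyma.15G105900) had log2 fold changes of -3.09, -4.73 and -6.46 at 24, 48 and 96 hpi. Of 126 WRKY factors 78 were higher and 13 lower (78 and 13 adjusted over the list alone) at 96 hpi, and of 58 genes of ethylene synthesis 34 were higher and 5 lower (35 and 5 adjusted over the list alone) (camera adjusted p = 5.31e-08 and 7.45e-06, and adjusted p = 0.233 for both with an estimated correlation). Of 628 ribosomal protein genes 161 were higher and 54 lower (161 and 55 adjusted over the list alone), but the sign of their median, 0.73, turns to -0.19 after quantile normalization.

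In the S line limma called 6033 genes (4644 higher and 1389 lower) at 24 hpi, 9562 genes (5850 higher and 3712 lower) at 48 hpi and 16023 genes (8241 higher and 7782 lower) at 96 hpi. Rescaled to the same upper quartile, the splits were 3943 higher and 2653 lower, 4822 higher and 5534 lower and 6095 higher and 10822 lower, and after quantile normalization 3854 higher and 3054 lower at 24 hpi, 4658 higher and 5290 lower at 48 hpi and 6691 higher and 7957 lower at 96 hpi. Median-ratio rescaling gave 7985 higher and 8110 lower at 96 hpi. After upper-quartile rescaling the counts were 22 higher and 75 lower among ribosomal proteins, and after quantile normalization 19 higher and 66 lower among ribosomal proteins and 74 higher and 7 lower among WRKY factors. The call of Glyma.15G105900 at 24 hpi was lost without S 24 hpi replicates 1 and 2 and S control replicates 2 and 3 in turn.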

Interestingly, at 96 hpi, the number of DEGs in the S line (14 050) was markedly higher than the R line (2442), suggesting that during the resistant response, a return to homoeostasis is observed at the later stages of infection. 

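At 96 hpi the response of the lines was compared directly, as the fold change over control in the R line minus that in the S line. Among the 12-oxophytodienoate reductases, which act in jasmonate synthesis, Glyma.04G184800 had a log2 difference of -4.83 (standard error 0.51, adjusted p = 7.08e-05) and Glyma.13G186200 of -4.71 (standard error 0.47, adjusted p = 4.55e-05), calls that limma voom on the recovered reads did not make, and Glyma.13G109800 had -1.30 (standard error 0.66, adjusted p = 0.208), without a call. The flavonoid 4'-O-methyltransferase Glyma.18G267800 had a difference of -6.07 (standard error 0.82, adjusted p = 8.90e-04). Among peroxidases, enzymes of hydrogen peroxide use, Glyma.03G038600 had -2.87 and Glyma.17G061400 -3.19, whereas Glyma.11G049600 had 1.93. The lipoxygenase Glyma.08G189600 had 2.32 and the lipoxygenase Glyma.03G264300 -1.34.

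In all, this difference passed limma's test in 1713 genes (622 higher and 1091 lower), positive values being called higher, with 1007 higher and 747 lower after upper-quartile rescaling. With the replicate number as a block 3109 genes passed, and 129 with only the groups compared in the fit. By limma voom on the recovered reads the number was 235, after quantile normalization 473 and without all libraries of replicate 3 922, settings added after the data were seen. It was 493 without R 96 hpi replicate 3, 449 without S 96 hpi replicate 1 and 805 without S 96 hpi replicate 3, but 4918 without R 96 hpi replicate 2 and 2815 without S 96 hpi replicate 2. Without R control replicates 1, 2 and 3 in turn it was 547, 606 and 431, and without S control replicates 1 and 2 491 and 349. The calls against control numbered 1.72 times as many in the S line as in the R line at 96 hpi. Of the 8 single-gene calls, 6 were lost by limma voom on the recovered reads, 4 with only the groups compared in the fit and 2 without all libraries of replicate 3. The call of Glyma.08G189600 was lost with a pseudocount of 0.1 and without R control replicates 2 and 3, S 96 hpi replicate 1 and S control replicates 1 and 2 in turn. From the larger number of DEGs in the S line at this time, the paper proposes that the R line returns to homoeostasis late in infection. Its count for the R line at 96 hpi is 2442, against 9321 here and 9993 in the authors' deposited comparison. Here the R line had 4288 calls at 24 hpi and 7464 at 48 hpi. With only the groups compared in the fit, the count at 96 hpi was slightly below that at 48 hpi. These counts do not show a return towards control at 96 hpi.

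**Figure D2:**
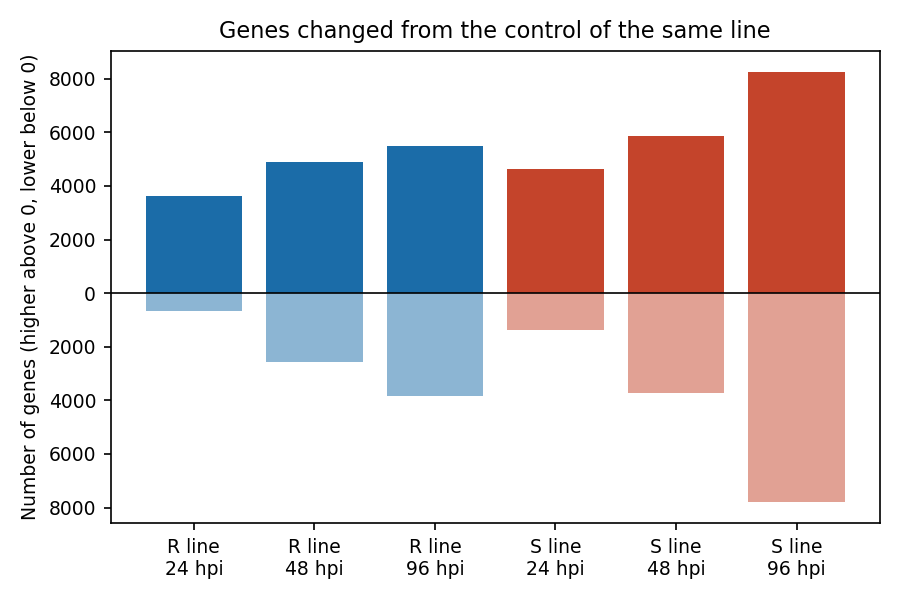
Number of genes called by limma in each comparison of a line and time with the control of the same line. Genes higher than control are above 0 and lower ones, in the lighter shade, below 0. Horizontal axis, comparison; vertical axis, number of genes; the bars carry no error because each is one count, and the S line at 96 hpi has 8241 higher and 7782 lower genes.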

In total, 16 462 unique DEGs were identified in our lines during the course of infection (Figure S1C). Among these, 7319 were differentially regulated in both R and S lines, while 920 were strictly associated with the R line and 8223 were S line specific (Figure S1C). These results indicate that *S. sclerotiorum* infection causes a dramatic change in gene expression in soybean (∼19% of total annotated genes in *Glycine max* genome) and suggests substantial differences between the resistant and susceptible soybean lines used in this study in response to *S. sclerotiorum* challenge.

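Genes called in both lines include the chalcone synthases, the SAM22 genes and the isoflavone reductase Glyma.11G070500, with log2 fold changes of 8.05 at 24 hpi and 8.82 at 48 hpi in the S line. Glycinol 4-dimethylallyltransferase (Glyma.10G295300), which adds the prenyl group of glyceollin phytoalexins, rose by 8.10 in the R line and by 8.70 in the S line at 48 hpi. The nodulin-like gene Glyma.06G123300 fell by 5.65 in the R line and dropped by 6.00 in the S line at 96 hpi. Over the 3 times, 18127 genes were called against control in at least 1 line, which is 48.3% of the genes tested. Of these, 10387 were called in both lines (57.3%, against 5161 for independent lists of these lengths), 778 in the R line alone and 6962 in the S line alone. A gene called in one line and not in the other need not differ between them. The difference between the responses itself passed the test at 1 or more of the times in 27 of the genes called in the R line alone, 579 of those called in the S line alone and 1074 of those called in both. Without all libraries of replicate 3, a setting added after the data were seen, 1187 genes were called in the R line alone. The 6 single-gene calls held under every alternative.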

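At the early times the responses of the lines were compared by the same direct test. The fold change over control differed between the lines in 19 genes (9 higher and 10 lower) at 24 hpi and in 27 genes (12 higher and 15 lower) at 48 hpi by limma, positive values being called higher. The 12-oxophytodienoate reductase Glyma.13G186200 was among them at 48 hpi, with a log2 difference of -2.69 (standard error 0.47, adjusted p = 0.0252). At an unadjusted p below 0.05 the numbers were 647 and 1223. Both are below 0.05 of the 37534 genes tested, the share that would pass without any difference if libraries departed independently. The fit left departures shared by replicate numbers in its residual spread, which can lower such numbers. They therefore do not show that the responses were alike. Leaving out S control replicate 2 gave 12 genes at 24 hpi. At 48 hpi the count was 16 without R control replicate 1, R control replicate 2 or R 48 hpi replicate 1, 17 without S control replicate 1, S control replicate 3 or S 48 hpi replicate 1, and 45 without S 48 hpi replicate 3. By limma voom on the recovered reads 0 and 0 genes passed at 24 and 48 hpi (698 and 1095 at an unadjusted p below 0.05, also below that share), and without all libraries of replicate 3 36 and 168, both settings added after the data were seen. The count was 10 at 24 hpi with a pseudocount of 0.1 and 45 at 48 hpi after quantile normalization, also added then. After upper-quartile rescaling 11 higher and 10 lower passed at 24 hpi. The call of Glyma.13G186200 was lost with a pseudocount of 0.1, by limma voom on the recovered reads and without R 48 hpi replicates 1 and 2, R control replicates 1, 2 and 3, S 48 hpi replicates 1, 2 and 3 and S control replicates 1, 2 and 3 in turn.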

Pairwise comparisons of DEGs were performed between R and S soybean lines at the selected time points (Table S2 and Figure S1D). 

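Many of the genes that separated the R and S lines at 24 and 48 hpi also separated their controls. A matrix metalloproteinase gene (Glyma.02G028400) stood at 245 ± 81.6 RPKM in the R line and 3.37 ± 1.71 in the S line at 24 hpi (SD, n = 3 each), a log2 fold change of 6.04 (standard error 0.49, adjusted p = 1.14e-07), with 6.45 at 48 hpi. A gene described as a resistant specific protein (Glyma.04G180400) was lower in the R line in controls (-7.74), at 24 hpi (-7.39) and at 48 hpi (-6.87). A cysteine proteinase inhibitor (Glyma.14G038200) had log2 fold changes of -5.46, -5.13 and -5.47 in controls and at 24 and 48 hpi, and a voltage-dependent anion channel (Glyma.13G064900) 3.92, 4.45 and 4.25. Of 342 resistance genes of the NBS-LRR and related classes, 7 were higher and 14 lower (7 and 15 adjusted over the list alone) at 24 hpi and 6 were higher and 13 lower (8 and 16 adjusted over the list alone) at 48 hpi, with 4 higher at 24 hpi without S 24 hpi replicate 2. In a fit of only the groups compared 9 of them were lower at 24 hpi, and limma voom on the recovered reads called 11 higher and 14 lower at 48 hpi.

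Between the lines limma called 422 genes (196 higher and 226 lower) at 24 hpi, 442 genes (178 higher and 264 lower) at 48 hpi and 315 genes (151 higher and 164 lower) in controls, positive fold changes being higher in the R line. Of the calls, 251 (59.5%) at 24 hpi and 223 (50.5%) at 48 hpi were called with the same sign in controls, where independent lists would share 1.78 and 1.87. Fitted alone, these groups gave 259 genes at 48 hpi, and by the authors' deposited p-values, adjusted over the same genes, 272 passed at 24 hpi. Without all libraries of replicate 3, 1437 genes were called at 24 hpi and 2217 at 48 hpi, a check added after the data were seen. Of the 11 single-gene calls, 2 were lost by limma voom on the recovered reads. The call of Glyma.04G180400 at 48 hpi was lost with only the groups compared in the fit.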

At 24 and 48 hpi, 1039 and 803 DEGs were identified between the two lines respectively. However, the number of DEGs sharply increased to 2087 at 96 hpi. This is consistent with the distinct patterns of gene expression in the S and R lines at the later stages of infection (Figure S1A,B).

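At 96 hpi the R line stood above the S line in genes of photosynthesis and the secondary wall. Of 100 photosynthesis genes 49 were higher and 2 lower (60 and 2 adjusted over the list alone) in the R line, and of 93 genes of the secondary wall and xylem 38 were higher and 1 lower (39 and 1 adjusted over the list alone) (camera adjusted p = 8.79e-11 for both, and adjusted p = 0.539 and 0.515 with an estimated correlation). Glyma.16G145800 of photosystem I was higher by 3.36 and the fasciclin-like arabinogalactan protein Glyma.13G327100 by 2.35. An MLP-like protein (Glyma.13G030200) stood at 341 ± 254 RPKM in the R line and 5.46 ± 2.04 in the S line (SD, n = 3 each), a log2 fold change of 5.65 (standard error 0.58, adjusted p = 2.38e-06). Thiamine thiazole synthase (Glyma.20G142000) was higher by 4.23, and an E3 ubiquitin ligase of the RGLG class (Glyma.18G245400) had the most negative value of the genes named by size, -7.46.

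Limma called 5318 genes (2632 higher and 2686 lower) between the lines at 96 hpi, with 3242 higher and 2082 lower after upper-quartile rescaling, and 215 of them (4.04%) with the same sign in controls. The count was 2499 without R 96 hpi replicate 3, 3425 without all libraries of replicate 3 and 234 with only the groups compared in the fit. The p-values and standard errors of the main fit rest on a spread shared by all 8 groups. They do not measure the spread of the 96 hpi libraries alone. R 96 hpi replicates 2 and 3 were the least alike of all replicate pairs (Pearson r of log2 values 0.856). By the authors' deposited p-values, adjusted over the same genes, 133 genes passed these thresholds. Of the list counts, photosynthesis had 14 higher genes without R 96 hpi replicate 3, 23 without S 96 hpi replicate 3 and 28 without R 96 hpi replicate 1, and the secondary wall 20 without R 96 hpi replicate 3 and 67 without R 96 hpi replicate 2. With only the groups compared, no gene of either list passed, but 60 and 31 were higher at an unadjusted p below 0.05 by limma; by limma voom on the recovered reads 33 and 16 were called higher, and 0 photosynthesis genes lower (2 at an unadjusted p below 0.05). Of the 5 single-gene calls, 3 each were lost by the authors' deposited p-values and with only the groups compared in the fit.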

### Gene ontology enrichment and biological process analyses

We focus the reminder of this manuscript on direct comparisons between resistant and susceptible soybean lines, to single out potential processes associated with resistance to *S. sclerotiorum* in soybean. Soybean gene locus IDs identified through the DEG analysis were used to perform gene ontology (GO) enrichment analysis using the Soybase gene model data mining and analysis tool (Morales *et al*., 2013). A false discovery rate (FDR) value of 0.05 was used to identify significantly regulated GO biological processes, and individual GO processes were considered in this analysis if they were significantly enriched in at least one of the time points used (Table S3 and Figure 2). 

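Between the R and S lines at 96 hpi, more WRKY factors, receptor-like kinases and resistance genes were lower than higher in the R line. Of 126 WRKY transcription factors, regulators of defence genes, 2 were higher and 39 lower (2 and 42 adjusted over the list alone) in the R line (camera adjusted p = 3.69e-06, and adjusted p = 0.515 with an estimated correlation). Glyma.13G267600 had a log2 fold change of -3.06 (standard error 0.27, adjusted p = 2.84e-07). Of 403 receptor-like kinases 32 were higher and 74 lower (32 and 78 adjusted over the list alone), with the cysteine-rich receptor-like kinase Glyma.20G140000 at -2.29 and the receptor-like kinase Glyma.15G247500 at 2.81. Of 342 resistance genes of the NBS-LRR and related classes 16 were higher and 50 lower (16 and 51 adjusted over the list alone), with Glyma.18G204500 at -2.89 and Glyma.16G137300 at -3.64. Chitinases and glucanases, which attack fungal walls, went both ways: of 91 genes 17 were higher and 14 lower (17 and 14 adjusted over the list alone), with the beta-1,3-glucanase Glyma.17G077900 at 2.31 and Glyma.11G095000 at -2.33. For the receptor-like kinases, resistance genes and chitinases, camera gave adjusted p = 0.347, 0.141 and 0.0157, and adjusted p = 0.668, 0.539 and 0.515 with an estimated correlation.

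Without R 96 hpi replicate 3 the lower counts were 16 WRKY factors, 45 kinases, 26 resistance genes and 6 chitinases and glucanases, and the higher counts 1, 15, 12 and 11. Higher counts were 61 kinases and 6 WRKY factors without R 96 hpi replicate 2, and without S 96 hpi replicate 1 there were 8 lower chitinases and glucanases and 1 higher WRKY factor. With only the groups compared in the fit, 1 WRKY factor, 8 kinases and 9 resistance genes were lower and 2 kinases and 3 resistance genes higher, and of the chitinases and glucanases 28 were higher and 11 lower at an unadjusted p below 0.05 by limma, none of which passed, and limma voom on the recovered reads called 11 higher and 12 lower, and 4 WRKY factors higher. After upper-quartile rescaling the counts were 43 higher and 63 lower among receptor-like kinases and 21 higher and 11 lower among chitinases and glucanases, and after quantile normalization 12 higher and 72 lower among receptor-like kinases, 7 higher and 39 lower among resistance genes and 13 higher and 8 lower among chitinases and glucanases. Of the 7 single-gene calls, 3 were lost by the authors' deposited p-values and 2 with only the groups compared in the fit.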

Our data show an overrepresentation of genes in GO terms related to signal transduction (i.e. kinase signalling, phosphorylation), plant defence responses (i.e. response to chitin, fungi), phenylpropanoid pathway (i.e. chalcones, anthocyanins, flavonoids, salicylic acid), ROS scavenging and the biosynthesis/regulation of phytohormones (i.e. jasmonic acid, salicylic acid, ethylene). DEGs underrepresented throughout the course of infection include gene related to nucleotide binding and zinc ion binding. While the involvement of categories such as ROS, defence responses and phytohormone regulation is not surprising, our results point to complex mechanisms of gene regulation associated with resistance to *S. sclerotiorum*. The differential regulation of phenylpropanoid pathway genes is intriguing and will be the subject of further characterization below.

**Figure 2:**
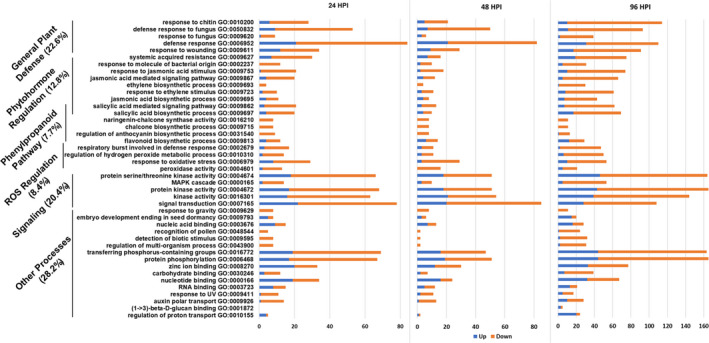
Significantly enriched gene ontology (GO) biological processes in R line compared to S line at different time points following infection with *S. Sclerotiorum*. The *y*‐axis represents significantly enriched GO processes which were enriched (FDR < 0.05) at at least one time point of infection (24, 48 and 96 hpi). The *x*‐axis indicates the total number of genes annotated to each GO process. Orange sections represent down‐regulated genes while blue sections represent up‐regulated genes.

### Metabolite profiling of susceptible and resistant soybean lines in response to *S. sclerotiorum*

Transcriptomic analysis was complemented by metabolite profiling of stem samples collected from our resistant and susceptible soybean lines following *S. sclerotiorum* infection. Simple changes in transcript levels might not always correlate with biological activity, but changes in metabolite flux are quantifiable outcomes that can directly explain disease phenotypes. Gas chromatography‐mass spectrometry (GC‐MS) analysis was performed to broadly evaluate metabolite profiles in control and infected soybean stems at 48 and 72 hpi. Three independent biological replicates were used for each time point. A total of 360 metabolites were detected, but only 164 could be identified based on available databases (Table S4). Each metabolite was characterized by its distinct retention time and mass to charge ratio (m/z). All the 164 identified metabolites found in infected soybean were also detected in non‐inoculated stems and therefore are likely of plant origin. Despite this, we note that as disease progresses, contributions from *S. sclerotiorum* cannot be ruled out.

MetaboAnalyst 3.0 (Xia *et al*., 2015) was used for the analysis of the 164 identified metabolites. One‐way ANOVA using Fisher's least significant difference method (Fisher's LSD) identified 80 metabolites, the accumulation of which was significantly (FDR < 0.05) affected by *S. sclerotiorum* inoculation at 48 and 72 hpi in R line compared to S line (Table S5). These metabolites included polar compounds, such as nucleotides, amino acids, alcohols, organic acids and carbohydrates, along with non‐polar compounds including fatty acids, and long‐chain alcohols (Table S5). The multivariate analysis of identified metabolites was performed using Partial Least Squares‐Discriminant Analysis (PLS‐DA). The analysis showed distinct metabolomic profiles at each time point during the course of infection, culminating with the largest segregation of metabolites between the R and S lines at 72 hpi (Figure S2). The fold change of significantly regulated metabolites during this time course is indicated in Table S5. Significantly regulated metabolites were assigned to distinct functional categories according to the chemical groups to which they belong (Table S5) and to specific plant pathways in which they may function (Table S6). Our data revealed several differentially regulated metabolic processes between the R and S lines (Figure 3). However, those involved in phenylalanine metabolism are particularly interesting given the differential expression of phenylpropanoid pathway genes identified in transcriptomic analysis (Figure 4A) and the important role of this pathway in plant defence. Indeed, the precursor of the phenylpropanoid pathway, phenylalanine and downstream intermediate metabolites, such as benzoic acid, caffeic acid and ferulic acid, is highly accumulated in the stem of the R line compared to the S line following *S. sclerotiorum* infection (Figure 4B). Overall, our transcriptomics and metabolomics data suggest a key participation of the phenylpropanoid pathway in resistance to *Sclerotinia sclerotiorum*.

**Figure 3:**
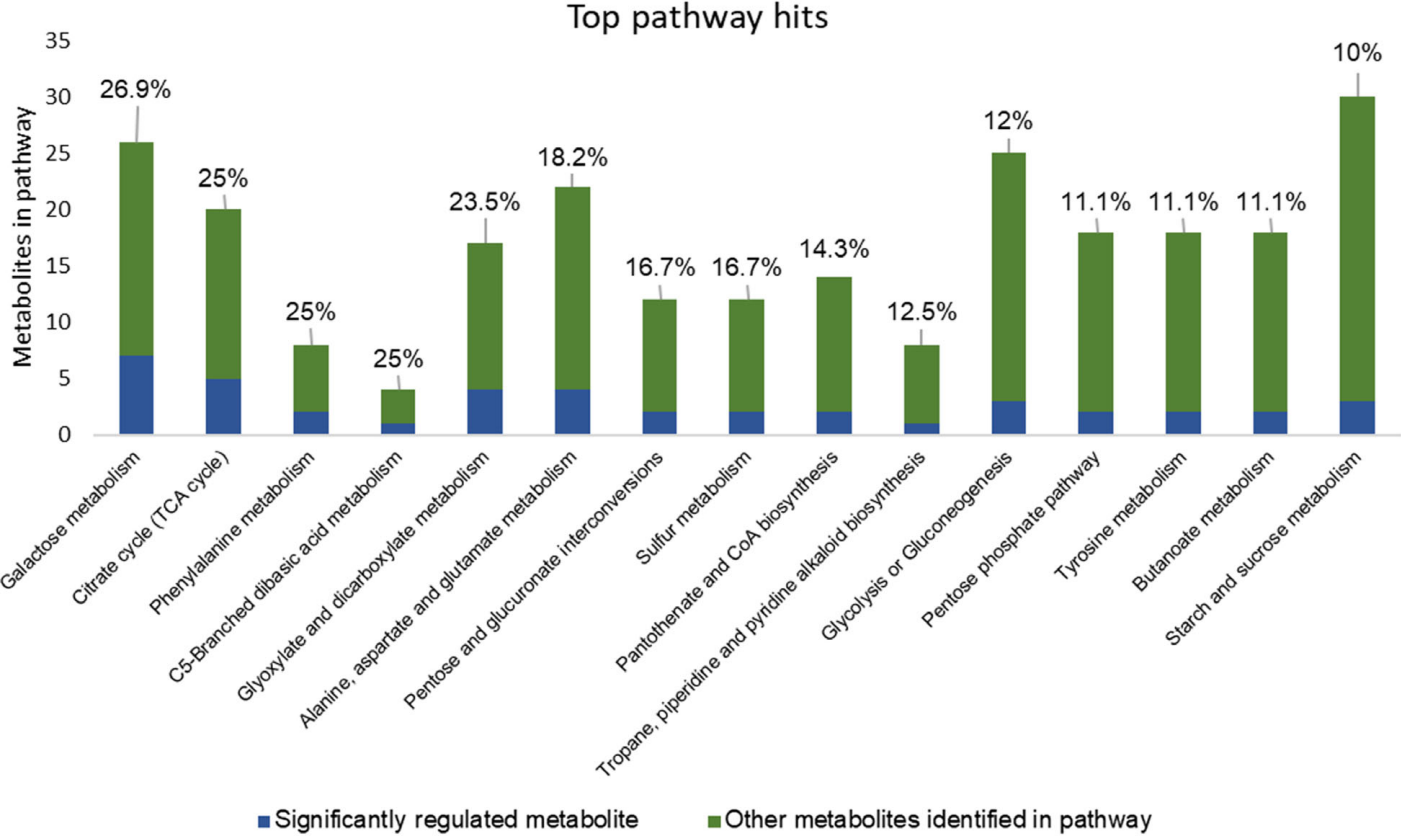
Pathway analysis of metabolites differentially detected between the R and S lines at 48 and/or 72 hpi. The *y*‐axis represents the annotated metabolites in each pathway. Blue sections represent the differentially detected metabolites, whereas green sections represent the remaining annotated metabolites in the pathway. Percentages denote the portion of the pathway found to be differentially detected. Only pathways with at least 10% of their annotated metabolites showing significant regulation were included.

**Figure 4:**
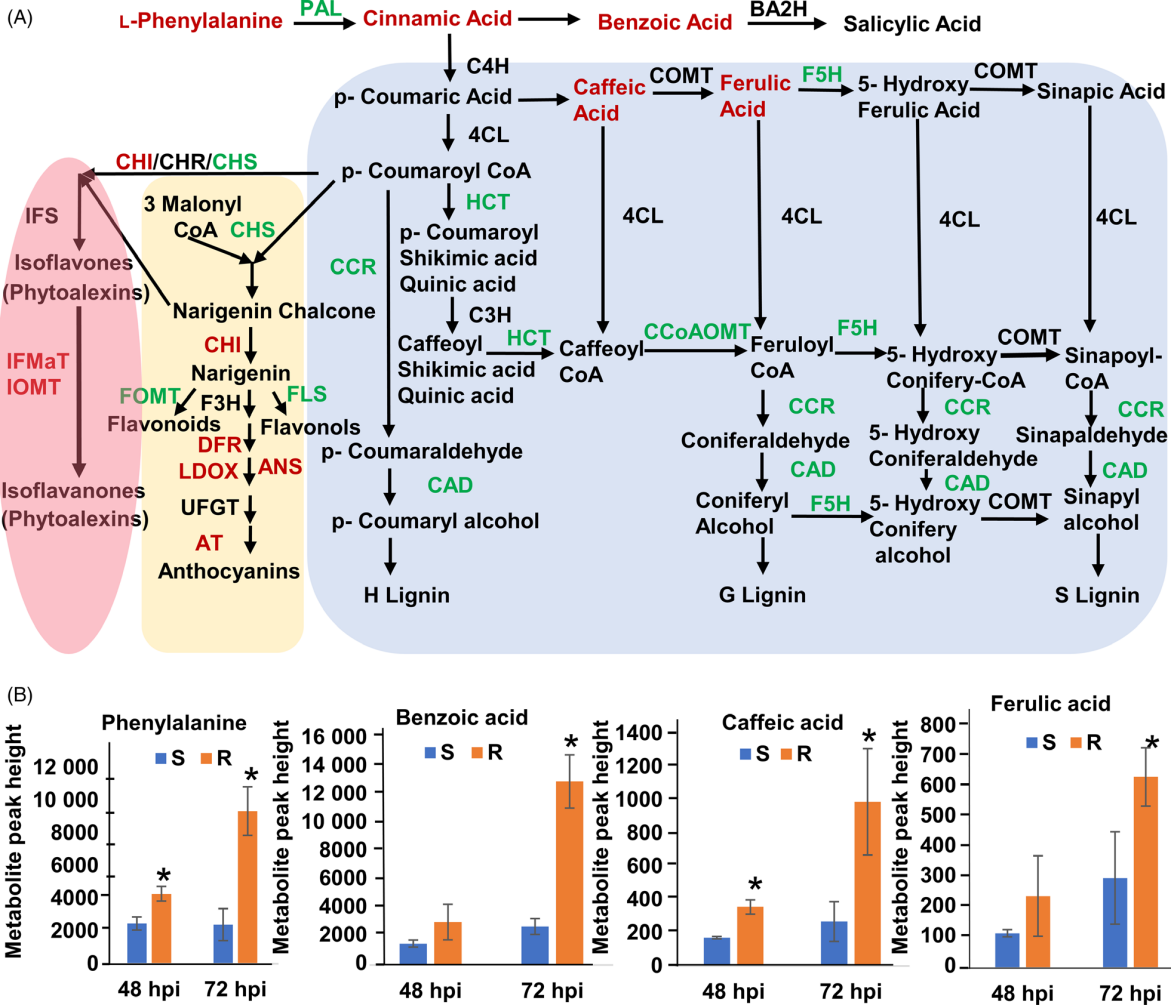
DEGs and metabolites involved in the phenylpropanoid pathway in R and S soybean lines following *S. sclerotiorum* infection. (A) Enzymes are indicated in uppercase letters. Gene names indicated in red or green represent significantly up‐regulated or down‐regulated genes in the R line compared to the S line respectively. The metabolite name in red indicates significantly up‐regulated phenylpropanoid pathway intermediates in the R line compared to the S line. PAL (phenylalanine ammonia‐lyase); BA2H (benzoic acid 2‐hydroxylase); C4H (cinnamate 4‐hydroxylase); COMT (caffeic O‐methyltransferase); F5H (ferulic acid 5‐hydroxylase); 4CL (4‐coumarate: CoA ligase); C3H (p‐coumarate 3 hydroxylase); HCT (N‐hydroxycinnamoyl transferase); CCoAOMT (caffeoyl‐CoA O‐methyltransferase); F5H (flavanone 5‐hydroxylase); CCR (cinnamoyl‐CoA reductase); CAD (cinnamoyl alcohol dehydrogenase); CHS (chalcone synthase); CHI (chalcone isomerase); CHR (chalcone reductase); FOMT (Flavonoid 4′‐O‐methyltransferase); FLS (Flavonol synthase); F3H (flavanone 3‐hydroxylase); DHFR (dihydroflavonol‐4‐ reductase); ANS (anthocyanidin synthase also called LDOX, leucoanthocyanidin dioxygenase); ANS (anthocyanidin synthase); UFGT (UDP‐flavonoid glucosyltransferase); AT (anthocyanin acyltransferase); IFS (isoflavone synthase); IFMaT (isoflavone 7‐O‐glucoside‐6′’‐O‐malonyltransferase); IOMT (isoflavone methyltransferase); this figure was adapted from Baxter and Neal Stewart, 2013 and Ferrer *et al*., 2008 (B) Estimation of the phenylpropanoid pathway intermediate metabolites (peak height) phenylalanine, benzoic acid, 3, 4‐dihydroxycinnamic acid (caffeic acid) and ferulic acid in R and S line at 48 and 72 hpi using GC–MS. Data are presented as means ± standard deviation (SD) from three independent biologically replicate with each replicate containing four pooled stem samples. *Indicates a significant difference at *P*‐value <0.05 (t‐test).

Similar to transcriptomic data, the comparative metabolite profiles also implicated phytohormones in this interaction. Namely, the fatty acids linolenic acid (a precursor of jasmonic acid) and cyanoalanine (an indicator of ethylene biosynthesis; Wasternack and Song, 2017; Yip and Yang, 1998) are both significantly induced at 48 and 72 hpi, in the R line (Figure S3). Interestingly, the most highly up‐regulated metabolite in our R line is mucic acid with an ~86‐fold higher accumulation (Table S5). Mucic acid, also referred to as galactaric acid, can be produced by the oxidation of d‐galacturonic acid, the main component of pectin. Galactose metabolism and the TCA cycle were the pathways most affected by this analysis, and the metabolites assigned to them were primarily carbohydrates and organic acids respectively. Interestingly, of the metabolites down‐regulated in R plants in comparison to S plants, 81.8% (9/11) belonged to one of these two groups (Table S5). Although these metabolites relate to multiple pathways, their down‐regulation in R plants may be a strategy to reduce *S. sclerotiorum* access to preferable carbon sources.

### Reprogramming of the phenylpropanoid pathway in resistance to *Sclerotinia sclerotiorum*

Many secondary metabolites derived from multiple branches of the phenylpropanoid pathway, including lignin, isoflavonoid phytoalexins and other phenolic compounds such as benzoic acid, have been proposed as important components of defence responses (Naoumkina *et al*., 2010; Piasecka *et al*., 2015). In this study, we noted the differential regulation of transcripts and metabolites related to the phenylpropanoid pathway between the R and S soybean lines. 

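Glyma.18G267800, a flavonoid 4'-O-methyltransferase, stood at 0.0402 ± 0.0121 RPKM in the R line and 44.2 ± 21.7 in the S line at 96 hpi (SD, n = 3 each), a log2 fold change of -6.25 (standard error 0.58, adjusted p = 6.86e-07). It was also lower in the R line at 24 hpi (-2.59) and at 48 hpi (-2.87). Of 8 genes for phenylalanine ammonia-lyase, the entry to the pathway, 3 were lower (3 adjusted over the list alone) in the R line at 96 hpi, with log2 fold changes of -1.11 (Glyma.03G181700), -1.23 (Glyma.03G181600) and -1.29 (Glyma.02G309300). In the lignin branch, the hydroxycinnamoyl transferase gene Glyma.04G040000 had -2.06, the cinnamyl alcohol dehydrogenase Glyma.09G201200 -2.11 (standard error 0.33, adjusted p = 2.68e-04), and the ferulate 5-hydroxylase Glyma.09G186400 -1.01. The caffeoyl-CoA O-methyltransferases Glyma.01G004200 and Glyma.05G147000 had -1.31 and -1.55, and the cinnamoyl-CoA reductases Glyma.19G007200 and Glyma.19G006900 -1.14 and -1.13. Of 64 genes of lignin monomer synthesis 2 were higher and 10 lower (2 and 10 adjusted over the list alone). Of 19 chalcone synthase genes 13 were lower (13 adjusted over the list alone), and the copies on chromosome 8, which may share reads, were lower together, with Glyma.08G110500 at -2.08 (standard error 0.36, adjusted p = 6.17e-04). Of the genes that Table 2 gives as flavonol synthase, Glyma.18G201900 was lower in the R line (-3.79) and Glyma.07G150900 had -2.42 (standard error 0.99, adjusted p = 0.0693), short of the call. With the replicate number as a block Glyma.07G150900 was called. For phenylalanine ammonia-lyase, lignin monomer synthesis and chalcone synthase, camera gave adjusted p = 7.66e-04, 0.0039 and 7.35e-07, and adjusted p = 0.515 for each with an estimated correlation.

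Of the 40 genes of Table 2 that could be tested 8 were higher and 29 lower (9 and 30 adjusted over the list alone) in the R line at 96 hpi, but the study chose them on these samples, so they are no independent evidence of the direction. Without R 96 hpi replicate 3 the lower counts were 1 phenylalanine ammonia-lyase, 7 lignin and 11 chalcone synthase genes, and of Table 2 21 lower and 4 higher. With only the groups compared in the fit, 2 genes of Table 2 were lower and 1 higher, and at an unadjusted p below 0.05 by limma 6 phenylalanine ammonia-lyase, 19 lignin and 13 chalcone synthase genes were lower, none of which passed the adjusted test, while limma voom on the recovered reads called 3, 10 and 13. After quantile normalization the counts were 1 higher and 2 lower among lignin genes, 6 lower among chalcone synthases and 5 higher and 14 lower among genes of Table 2. Of the 15 single-gene calls, 14 were lost with only the groups compared in the fit, 13 by the authors' deposited p-values, 8 after quantile normalization, 6 without all libraries of replicate 3, 5 without R 96 hpi replicate 3, 4 after upper-quartile rescaling and 2 each with a pseudocount of 1, by limma voom on the recovered reads and without S 96 hpi replicate 1. The call of Glyma.18G267800 at 24 hpi was lost without R 24 hpi replicates 1, 2 and 3 and S 24 hpi replicate 1 in turn, that of Glyma.18G267800 at 48 hpi without R 48 hpi replicate 2 and S 48 hpi replicate 1 in turn and that of Glyma.09G186400 at 96 hpi without S 96 hpi replicate 3.

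**Figure D3:**
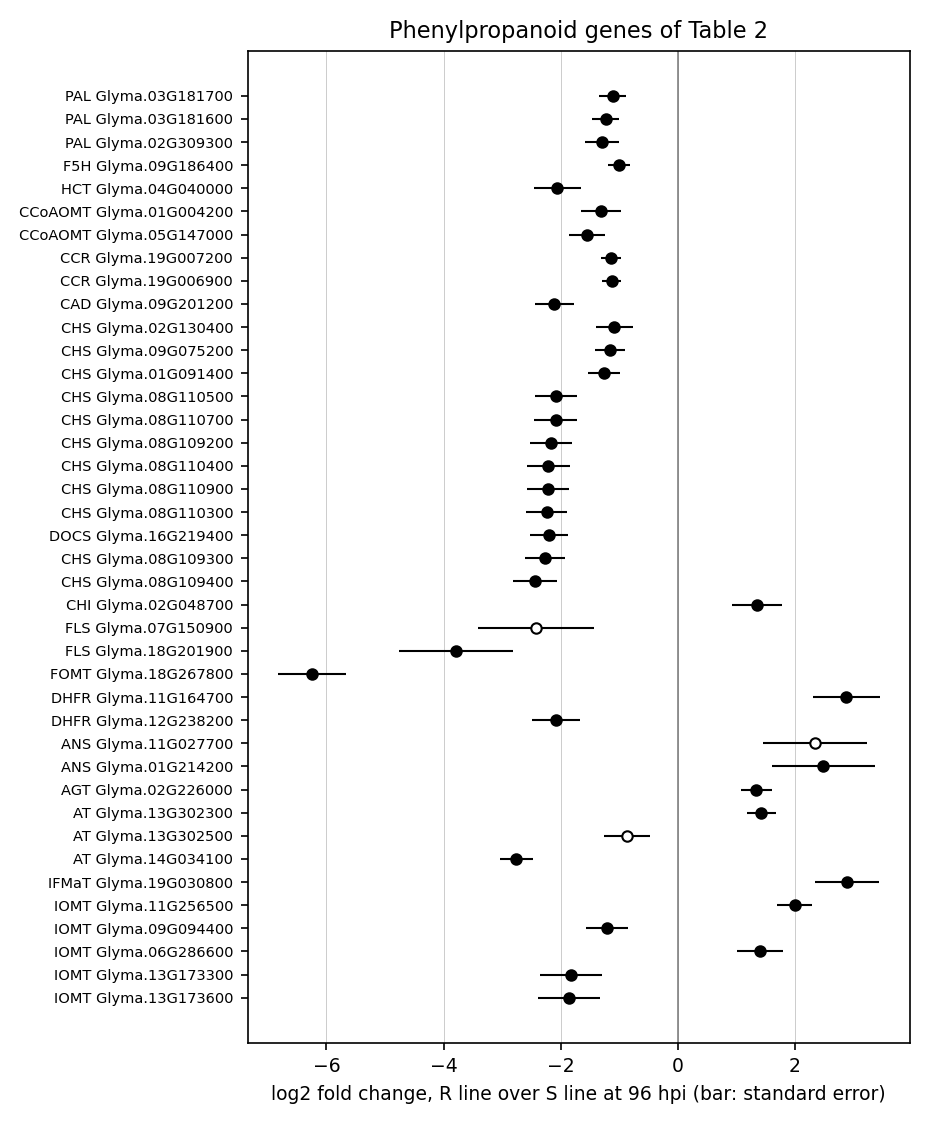
Log2 fold change (R line over S line, horizontal axis) at 96 hpi of each of the 40 tested genes of Table 2 (vertical axis), with 3 replicates per line. Bars are 1 standard error of the fit of all 24 libraries, whose spread is shared by all 8 groups and is not that of the 96 hpi libraries alone. Filled points passed limma's test; open points are Glyma.07G150900, Glyma.11G027700 and Glyma.13G302500.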

At the transcript level, we observed a down‐regulation of genes encoding phenylalanine ammonia‐lyase (PAL), lignin biosynthetic enzymes, ferulate 5‐hydroxylase (F5H), N‐hydroxycinnamoyl/benzoyltransferase (HCT), caffeoyl‐CoA O‐methyltransferase (CCoAOMT), cinnamoyl‐CoA reductase (CCR), cinnamyl alcohol dehydrogenase (CAD), chalcone synthase (CHS), flavonol synthase (FLS) and flavonoid 4′‐O‐methyltransferase (FOMT) in R line compared to S line (Table 2 and Figure 4A). Coincidentally, genes coding for enzymes involved in anthocyanin and phytoalexin biosynthesis were up‐regulated in the R line, these include, anthocyanidin synthase (ANS), anthocyanin acyltransferase (AT), dihydroflavonol reductase (DFR), isoflavone 7‐O‐glucoside‐6′’‐O‐malonyltransferase (IFMaT) isoflavone 7‐O‐methyltransferase (IOMT) and isoflavone reductase (IFR) (Table 2 and Figure 4A). 

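Genes of the anthocyanin and isoflavonoid branches went both ways between the lines at 96 hpi. The anthocyanidin synthase Glyma.01G214200 was higher in the R line by a log2 fold change of 2.49 (standard error 0.87, adjusted p = 0.0369), and a second gene for it, Glyma.11G027700, had 2.35 (standard error 0.89, adjusted p = 0.0503), short of the call. With the replicate number as a block Glyma.11G027700 was called. The dihydroflavonol reductase Glyma.11G164700, of the branch to anthocyanins, stood at 193 ± 202 RPKM in the R line and 19.6 ± 12.7 in the S line (SD, n = 3 each), a log2 fold change of 2.88, whereas Glyma.12G238200, described as a 2'-hydroxy isoflavone/dihydroflavonol reductase, had -2.08. Among anthocyanin acyltransferases Glyma.13G302300 was higher by 1.42, Glyma.14G034100 lower at 24, 48 and 96 hpi with -3.05, -2.92 and -2.76, and Glyma.13G302500 at -0.87 without a call. The malonyltransferase of isoflavone glucosides Glyma.19G030800 was higher by 2.89 (standard error 0.55, adjusted p = 0.00118). Of the O-methyltransferases that Table 2 gives as isoflavone 7-O-methyltransferase, Glyma.11G256500 and Glyma.06G286600 were higher by 1.99 and 1.41, and Glyma.09G094400 had -1.20. Glyma.13G173300 and Glyma.13G173600, which Table 2 gives as isoflavone 4'-O-methyltransferase, had -1.82 and -1.85. All genes named here were chosen by the study on the same samples. Of the 13 single-gene calls, 11 were lost by the authors' deposited p-values, 10 with only the groups compared in the fit, 5 after quantile normalization, 4 without R 96 hpi replicate 3 and 2 each without S 96 hpi replicates 1 and 3 in turn. The call of Glyma.09G094400 at 96 hpi was lost without all libraries of replicate 3, that of Glyma.06G286600 at 96 hpi with a pseudocount of 1 and that of Glyma.01G214200 at 96 hpi at an unadjusted p below 0.01, by limma voom on the recovered reads and without R 96 hpi replicate 1.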

Transcript levels of select genes within these pathways were validated using RT‐qPCR, thus confirming the RNA‐Seq results (Figure S4).

**Table 2:** A list of differentially expressed genes (DEGs) within the soybean phenylpropanoid pathway

Gene locus	24 hpi^a^	48 hpi^a^	96 hpi^a^	Description
Glyma.03G181700	–	–	−1.08	Phenylalanine ammonia‐lyase (PAL)
Glyma.03G181600	–	−0.60	−1.20	Phenylalanine ammonia‐lyase (PAL)
Glyma.02G309300	–	–	−1.28	Phenylalanine ammonia‐lyase (PAL)
Glyma.09G186400	–	–	−1.05	Ferulate 5‐hydroxylase (HCT)
Glyma.04G040000	–	–	−2.08	N‐hydroxycinnamoyl transferase (HCT)
Glyma.01G004200	–	–	−1.32	Caffeoyl‐CoA O‐methyltransferase (CCoAOMT)
Glyma.05G147000	–	–	−1.54	Caffeoyl‐CoA O‐methyltransferase (CCoAOMT)
Glyma.19G007200	–	–	−1.12	Cinnamoyl‐CoA reductase (CCoAOMT)
Glyma.19G006900	–	–	−1.13	Cinnamoyl‐CoA reductase (CCoAOMT)
Glyma.09G201200	–	–	−2.11	Cinnamyl alcohol dehydrogenase (CAD)
Glyma.02G130400	–	–	−1.05	Chalcone synthase (CHS)
Glyma.09G075200	–	–	−1.13	Chalcone synthase (CHS)
Glyma.01G091400	–	–	−1.23	Chalcone synthase (CHS)
Glyma.08G110500	−1.26	−1.48	−2.05	Chalcone synthase (CHS)
Glyma.08G110700	−1.25	−1.27	−2.06	Chalcone synthase (CHS)
Glyma.08G109200	−1.3	−1.58	−2.13	Chalcone synthase (CHS)
Glyma.08G110400	−1.38	−1.64	−2.18	Chalcone synthase (CHS)
Glyma.08G110900	−1.12	−1.49	−2.18	Chalcone synthase (CHS)
Glyma.08G110300	−1.13	−1.5	−2.21	Chalcone synthase (CHS)
Glyma.16G219400	–	–	−2.23	NAD(P)H‐dependent 6′‐deoxychalcone synthase (DOCS)
Glyma.08G109300	−1.17	−1.53	−2.24	Chalcone synthase (CHS)
Glyma.08G109400	−1.3	−1.65	−2.42	Chalcone synthase (CHS)
Glyma.02G048700	–	–	1.49	Chalcone‐flavanone isomerase (CHI)
Glyma.07G150900	–	–	−2.50	Flavonol synthase (FLS)
Glyma.18G201900	–	–	−3.77	Flavonol synthase (FLS)
Glyma.18G267800	–	−5.27	−9.45	Flavonoid 4′‐O‐methyltransferase (FOMT)
Glyma.11G164700	–	–	2.99	Dihydroflavonol reductase (DHFR)
Glyma.12G238200	−0.88	−0.98	−2.07	Dihydroflavonol reductase (DHFR)
Glyma.11G027700	–	–	3.27	Anthocyanidin synthase (ANS)
Glyma.01G214200	–	–	2.95	Anthocyanidin synthase (ANS)
Glyma.02G226000	–	–	1.46	Anthocyanidin 3‐O‐glucosyltransferase (AGT)
Glyma.18G271600	3.31	–	–	Anthocyanin acyltransferase (AT)
Glyma.13G302300	–	–	2.49	Anthocyanin acyltransferase (AT)
Glyma.13G302500	−1.10		–	Anthocyanin 5‐aromatic acyltransferase (AT)
Glyma.14G034100	−5.85	−3.69	−2.93	Anthocyanin 5‐aromatic acyltransferase (AT)
Glyma.19G030800	–	–	4.58	Malonyl‐CoA:isoflavone 7‐O‐glucoside‐6′’‐O‐malonyltransferase (IFMaT)
Glyma.11G256500	–	–	4.61	Isoflavone 7‐O‐methyltransferase (IOMT)
Glyma.09G094400	–	−1.01	–	Isoflavone‐7‐O‐methyltransferase (IOMT)
Glyma.06G286600	–	–	2.69	Isoflavone 7‐O‐methyltransferase (IOMT)
Glyma.13G173300	–	–	−1.80	Isoflavone 4′‐O‐methyltransferase (IOMT)
Glyma.13G173600	–	–	−1.83	Isoflavone 4′‐O‐methyltransferase (IOMT)

a Fold changes (Log_2_FC) relative to S line.

In accordance with the transcriptomics data, we observed a marked accumulation of the metabolites phenylalanine, a phenylpropanoid pathway precursor and the lignin intermediates ferulic, benzoic, cinnamic and caffeic acids in the R line compared to the S line (Figure 4B). With the exception of caffeic acid, the accumulated metabolites markedly inhibited *S. sclerotiorum* growth *in vitro* (Figure S5). While caffeic acid did not significantly affect colony size, it clearly affected *S. sclerotiorum* growth patterns on PDA with the appearance of abnormal concentric ring growth patterns and premature sclerotia formation (Figure S5). 

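In the anthocyanin and isoflavonoid branches of the phenylpropanoid pathway, more genes were lower than higher in the R line at 96 hpi. Of 63 genes of the anthocyanin branch 9 were higher and 17 lower (10 and 18 adjusted over the list alone), and of 73 genes of the isoflavonoid phytoalexin branch 10 were higher and 19 lower (10 and 19 adjusted over the list alone). An isoflavone reductase family gene (Glyma.03G259500) was higher by a log2 fold change of 1.36 (standard error 0.18, adjusted p = 4.65e-05), and an isoflavonoid malonyl transferase (Glyma.18G268200) was lower, with -2.17 (standard error 0.40, adjusted p = 9.09e-04). The list of lignin monomer synthesis held a caffeic acid O-methyltransferase (Glyma.09G281800) with -1.89. Of 38 laccases, which polymerise lignin monomers, 6 were higher and 2 lower (6 and 2 adjusted over the list alone), with Glyma.14G062300 at 2.30 and Glyma.U027300 at -1.98. For the anthocyanin, isoflavonoid and laccase lists camera gave adjusted p = 0.145, 0.0345 and 0.0886, and adjusted p = 0.559, 0.539 and 0.6 with an estimated correlation.

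Without R 96 hpi replicate 3, the anthocyanin branch had 3 higher and 3 lower genes and the isoflavonoid branch 5 and 5, while without S 96 hpi replicate 3 the higher genes were 5 and 6, and without S 96 hpi replicate 1 those of the isoflavonoid branch were 6. Laccases had 14 higher and 5 lower genes without R 96 hpi replicate 2 and 11 higher ones without S 96 hpi replicate 2. With only the groups compared in the fit, 1 isoflavonoid gene was higher and 1 lower and no anthocyanin gene or laccase passed by limma. At an unadjusted p below 0.05 by limma 11 anthocyanin genes were then higher and 20 lower, and 2 laccases higher, while limma voom on the recovered reads called 4 higher and 15 lower anthocyanin genes, 6 higher isoflavonoid genes and 2 higher laccases. After quantile normalization the counts were 4 higher and 10 lower among anthocyanin genes and 6 higher and 8 lower among isoflavonoid genes. Of the 5 single-gene calls, 5 each were lost by the authors' deposited p-values and with only the groups compared in the fit. The call of Glyma.U027300 at 96 hpi was lost without all libraries of replicate 3 and that of Glyma.09G281800 at 96 hpi after quantile normalization.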

Our data suggest a reprogramming of the phenylpropanoid pathway away from lignins and towards the accumulation of lignin intermediates, anthocyanins and phytoalexins in the resistance response against *S. sclerotiorum*. We propose that lignin intermediates, such as caffeic and ferulic acid, and possibly other compounds with antifungal activity are important components of this response.

### ROS scavenging and antioxidant activities are associated with resistance to *Sclerotinia sclereotiorum*

*Sclerotinia sclerotiorum*, via oxalic acid, is known to up‐regulate host ROS levels to induce PCD and achieve pathogenic success (Kabbage *et al*., 2013; Kim *et al*., 2008; Ranjan *et al*., 2018). Our transcriptomics analysis shows a differential regulation of genes related to ROS scavenging, such as peroxidases, glutathione S‐transferases (GSTs), ascorbate oxidases and superoxide dismutase (SODs), when comparing the R and S soybean lines (Table S8 and Figure S6). 

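Genes of ROS metabolism differed in both directions between the lines at 96 hpi. Of 81 glutathione S-transferases, which join glutathione to reactive compounds, 3 were higher and 27 lower (3 and 27 adjusted over the list alone) in the R line, with Glyma.02G024700 at 2.79 (standard error 0.34, adjusted p = 2.47e-05) and Glyma.11G198500 at -2.51. Of 103 heme peroxidases 14 were higher and 29 lower (16 and 30 adjusted over the list alone). Of 15 ascorbate oxidases, enzymes of the cell wall that oxidise ascorbate, 4 were higher (4 adjusted over the list alone). Of 62 superoxide dismutases, catalases, peroxiredoxins and other core scavengers 4 were higher and 3 lower (4 and 3 adjusted over the list alone), and of 17 respiratory burst oxidases, which make superoxide, 3 were lower (1 higher and 3 lower adjusted over the list alone), with Glyma.03G236300 at -1.57. In order of these 5 lists camera gave adjusted p = 3.56e-04, 0.0645, 0.0883, 0.326 and 0.454, and adjusted p = 0.515, 0.539, 0.539, 0.539 and 0.6 with an estimated correlation. Of the 50 tested genes of Table S8, which the study chose on these samples and which are therefore no independent evidence, 12 were higher and 30 lower (13 and 30 adjusted over the list alone).

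Leaving out R 96 hpi replicate 3 left 12 glutathione S-transferases and 1 respiratory burst oxidase lower, and of the core scavengers 1 was higher and 1 lower. Respiratory burst oxidases had 5 lower members without R 96 hpi replicate 1 or replicate 2, and glutathione S-transferases 5 higher ones without R 96 hpi replicate 2. With only the groups compared in the fit, 1 glutathione S-transferase was called higher and 1 peroxidase lower by limma and no ascorbate oxidase, core scavenger or respiratory burst oxidase passed; at an unadjusted p below 0.05 by limma 29 glutathione S-transferases were then lower, 6 ascorbate oxidases and 11 core scavengers higher and 3 respiratory burst oxidases lower. Limma voom on the recovered reads called 24 glutathione S-transferases lower, 2 ascorbate oxidases higher, 2 core scavengers higher and 4 lower, and 4 respiratory burst oxidases lower. Of Table S8, 1 gene was higher and 1 lower with only the groups compared. After upper-quartile rescaling the counts were 5 higher and 2 lower among core scavengers and 1 higher and 3 lower among respiratory burst oxidases, and after quantile normalization 4 higher and 12 lower among glutathione S-transferases and 4 higher and 1 lower among core scavengers. Of the 3 single-gene calls, 3 were lost by the authors' deposited p-values and 2 with only the groups compared in the fit. The call of Glyma.03G236300 at 96 hpi was lost without all libraries of replicate 3.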

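Glutathione S-transferase Glyma.02G024600 was higher in the R line at 24 hpi, at 2.71 ± 0.186 against 0.708 ± 0.115 RPKM (SD, n = 3 each), a log2 fold change of 1.41 (standard error 0.35, adjusted p = 0.0465), and at 48 hpi by 2.36. Its neighbour Glyma.02G024800 had 0.88 (standard error 0.33, adjusted p = 0.297) at 24 hpi and 1.59 (standard error 0.33, adjusted p = 0.0125) at 48 hpi. For the Cu-Zn superoxide dismutases, which turn superoxide into hydrogen peroxide, Glyma.12G081300 had 0.38 (standard error 0.25, adjusted p = 0.609) at 24 hpi, short of the call, and 1.25 (standard error 0.25, adjusted p = 0.00169) at 96 hpi, and Glyma.12G178800 had 0.52 (standard error 0.46, adjusted p = 0.727) and 2.12 (standard error 0.46, adjusted p = 0.00276). Among ascorbate oxidases and like proteins at 24 hpi, Glyma.05G082700 had 0.72, Glyma.11G059200 -0.03, Glyma.17G012300 -0.85, Glyma.17G180400 1.48 and Glyma.20G051900 -0.17, with adjusted p of 0.321, 0.981, 0.41, 0.503 and 0.891. At 96 hpi Glyma.11G059200, Glyma.17G012300 and Glyma.20G051900 were higher in the R line by 1.36, 1.37 and 1.51. Glyma.06G193400 and Glyma.05G057400 did not reach the minimum RPKM and were not tested. Of the 8 single-gene calls, 6 were lost with only the groups compared in the fit, 5 by the authors' deposited p-values and 2 by limma voom on the recovered reads. The call of Glyma.02G024600 at 24 hpi was lost after median-ratio rescaling, with a pseudocount of 1 and without R 24 hpi replicates 1, 2 and 3 and S 24 hpi replicates 1, 2 and 3 in turn, that of Glyma.17G012300 at 96 hpi after quantile normalization, that of Glyma.02G024800 at 48 hpi without R 48 hpi replicate 3 and S 48 hpi replicate 3 in turn and that of Glyma.12G081300 at 96 hpi without R 96 hpi replicate 3.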

Three *GmGSTs* (Glyma.06G193400, Glyma.02G024600, Glyma.02G024800), two *GmSODs* (Glyma.12G081300, Glyma.12G178800) and five ascorbate oxidases or like proteins (Glyma.05G082700, Glyma.11G059200, Glyma.17G012300, Glyma.17G180400, Glyma.20G051900, Glyma.05G057400) were significantly up‐regulated in the R line compared to the S line as early as 24 hpi, suggesting a role in preventing oxidative damage imposed by *S. sclerotiorum* (Table S8 and Figure S6). Peroxidases were also differentially regulated at 24 hpi, with five family members (Glyma.01G19250, Glyma.11G049600, Glyma.11G080300, Glyma.14G201700, Glyma.17G177800) significantly up‐regulated; however, many others were down‐regulated in the R line compared to S line (Table S8 and Figure S6).

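At 24 hpi the heme peroxidase Glyma.15G128800 was lower in the R line, with a log2 fold change of -3.35 (standard error 0.57, adjusted p = 0.00174), as was the cationic peroxidase Glyma.09G277800, with -1.66 (standard error 0.29, adjusted p = 0.0025); both were also lower at 96 hpi (-1.58 and -2.34). A glutathione peroxidase (Glyma.10G222500) was lower at 24 hpi (-1.11), 48 hpi (-1.22) and 96 hpi (-1.19). The peroxidases Glyma.01G192500 (the complete ID in Table S8 of the gene printed as Glyma.01G19250), Glyma.11G049600, Glyma.11G080300 and Glyma.14G201700 had log2 fold changes of -0.05, -0.36, 1.24 and -0.12 at 24 hpi, with adjusted p of 0.975, 0.604, 0.27 and 0.889 by limma. At 96 hpi they were higher in the R line by 2.14, 2.10, 2.47 and 1.26. Glyma.11G049600 then stood at 30.4 ± 13.3 RPKM in the R line and 6.44 ± 1.81 in the S line (SD, n = 3 each). Glyma.17G177800 did not reach the minimum RPKM. Among the 103 heme peroxidases, 3 were lower (3 adjusted over the list alone) at 24 hpi and 3 were lower (6 adjusted over the list alone) at 48 hpi (camera adjusted p = 7.91e-04 and 1.22e-04, and adjusted p = 0.484 and 0.263 with an estimated correlation). With the replicate number as a block 5 of them were lower at 48 hpi. After quantile normalization the counts were 5 lower among peroxidases at 48 hpi. Of the 11 single-gene calls, 9 each were lost by the authors' deposited p-values and with only the groups compared in the fit, 4 after quantile normalization and 2 after upper-quartile rescaling. The call of Glyma.15G128800 at 96 hpi was lost with a pseudocount of 0.1, at an unadjusted p below 0.01 and without R 96 hpi replicates 1 and 3 and S 96 hpi replicates 1 and 2 in turn, that of Glyma.10G222500 at 24 hpi without R 24 hpi replicates 2 and 3 and S 24 hpi replicates 1 and 2 in turn, that of Glyma.10G222500 at 96 hpi without R 96 hpi replicate 2 and that of Glyma.10G222500 at 48 hpi without S 48 hpi replicate 2.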

We mined our metabolomics data for differentially accumulated metabolites that may serve as ROS scavengers or antioxidants. Dehydroascorbic acid (DHA), the oxidized form of ascorbate, an important antioxidant, was specifically accumulated later in the infection time course (72 hpi), but not at the early stages in the R line (Figure S6). Similarly, the proline derivative, trans‐4‐hydroxy‐L‐proline, a known osmoprotectant and antioxidant (Hayat *et al*., 2012; Kim *et al*., 2017), is significantly accumulated in the R line at the later stages of the infection process (Figure S6). Proline plays a major role as an antioxidant, owing to its ROS scavenging capacity (Matysik *et al*., 2002; Smirnoff and Cumbes, 1989). Overall, these results and the earlier observation of anthocyanin induction point to a marked activation of ROS scavenging and antioxidant processes in the resistant response to *S. sclerotiorum*, presumably to counter to oxidative state imposed by this pathogen.

### Jasmonic acid signalling contributes to the resistant response to *Sclerotinia sclerotiorum*

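Among genes of jasmonate and ethylene synthesis and response, more were lower than higher in the R line at 96 hpi. Of 58 genes of ethylene synthesis, for ACC synthases and oxidases, 5 were higher and 21 lower (5 and 22 adjusted over the list alone) in the R line. The ACC oxidases Glyma.13G048100 and Glyma.13G048200 were lower at 24 hpi (-1.68 and -1.84), 48 hpi (-2.10 and -2.24) and 96 hpi (-1.57 and -1.71). Of 143 ethylene response factors 3 were higher and 34 lower (3 and 34 adjusted over the list alone), with Glyma.13G233800 at -2.07 (standard error 0.37, adjusted p = 7.14e-04). Of 66 genes of jasmonate synthesis 3 were higher and 15 lower (3 and 15 adjusted over the list alone), and of 34 TIFY and JAZ genes, which repress jasmonate signalling, 2 were higher and 8 lower (2 and 9 adjusted over the list alone). Camera gave adjusted p = 7.86e-05, 0.0039, 0.0131 and 0.186 for these 4 lists, and adjusted p = 0.314, 0.539, 0.539 and 0.539 with an estimated correlation. In the other direction, the acidic endochitinases Glyma.07G061600 and Glyma.07G061800, which Table S9 lists, were higher in the R line by 1.79 and 1.37 at 24 hpi. Of the 54 tested genes of Table S9 7 were higher and 43 lower (8 and 43 adjusted over the list alone); the study chose them on these samples, so this is no independent evidence.

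Without R 96 hpi replicate 3 the lower counts were 13 for ethylene synthesis, 21 for response factors, 8 for jasmonate synthesis and 2 for the repressors, with 3 higher in Table S9. Repressors had 3 lower members without S 96 hpi replicate 1 and 5 without S 96 hpi replicate 2; higher counts were 3 in ethylene synthesis without S 96 hpi replicate 1 or replicate 3, 6 in response factors without R 96 hpi replicate 2 or S 96 hpi replicate 3, 5 without R 96 hpi replicate 1, and 5 in jasmonate synthesis without S 96 hpi replicate 2. In a fit of only the groups compared, the lower counts were 1, 1 and 2 and that of Table S9 4, and 13 repressors were then lower at an unadjusted p below 0.05 by limma and 7 by limma voom on the recovered reads, which called 1 gene of ethylene synthesis and 1 repressor higher. After upper-quartile rescaling the counts were 7 higher and 26 lower among response factors and 5 higher and 8 lower among jasmonate synthesis genes, and after quantile normalization 2 higher and 16 lower among ethylene synthesis genes, 4 higher and 10 lower among jasmonate synthesis genes, 2 higher and 5 lower among repressors and 5 higher and 27 lower among genes of Table S9. Of the 9 single-gene calls, 7 were lost by the authors' deposited p-values, 5 with only the groups compared in the fit, 3 each without R 24 hpi replicates 2 and 3 and S 24 hpi replicates 2 and 3 in turn and 2 without S 24 hpi replicate 1. The call of Glyma.07G061800 at 24 hpi was lost with a pseudocount of 0.1, with a pseudocount of 1 and without R 24 hpi replicate 1 and that of Glyma.13G048100 at 24 hpi after upper-quartile rescaling.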

Our GO enrichment analysis highlighted DEGs between the R and S lines related to JA/ET biosynthesis and responses (Table S9 and Figure 2). Metabolic profiling also identified phytohormone‐related metabolites that were differentially accumulated during the course of infection between our lines, namely, linolenic acid, a precursor of jasmonic acid, and cyanoalanine, an indicator of ethylene biosynthesis (Figure S3). To confirm these results, we conducted a targeted GC‐MS analysis to more accurately estimate the dynamic changes in SA, ABA, cinnamic acid (an intermediate of SA and the phenylpropanoid pathway) and JA precursors and derivatives (12‐oxophytodienoic acid (OPDA) and (+)‐7‐iso‐jasmonoyl‐L‐isoleucine (JA‐Ile) in a time course experiment comparing the R and S soybean lines. Distinct patterns of phytohormone accumulation were identified during the course of infection (Figure 5). The bioactive form of JA, jasmonoyl‐L‐isoleucine (JA‐Ile) but not JA, was significantly induced as early as 6 hpi in the R line compared to the S line, before decreasing at the later stages of our time course (Figure 5E). Interestingly, JA and JA‐Ile levels drastically increased in the S line, albeit at a much later stage of infection (48–72 hpi). Thus, this late dramatic surge in JA and JA‐Ile in the S line may be perceived as a delayed response to fungal colonization, perhaps after the establishment of infection. In accordance, OPDA, a precursor of JA, accumulated at significantly higher levels in the S line at 48–72 hpi (Figure 5C). This pattern also explains the significant induction of JA biosynthetic transcripts at the later stages of infection observed in the S line (Table S9). 

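In the S line, part of the jasmonate synthesis genes rose far above control by 96 hpi. The 12-oxophytodienoate reductase genes, whose enzymes turn OPDA towards jasmonic acid, include Glyma.13G109800 with a log2 fold change of 9.92 (standard error 0.46, adjusted p = 4.26e-12), Glyma.13G186200 with 8.22 and Glyma.04G184800 with 6.91. Glyma.04G184800 went from 0.0767 ± 0.0668 RPKM in S line controls to 73.7 ± 30.4 at 96 hpi, and Glyma.13G186200 from 0.0827 ± 0.0387 to 183 ± 68.5 (SD, n = 3 each). In the R line at 96 hpi they stood at 2.02 ± 0.582 and 6.43 ± 1.96 RPKM. Between the lines, R over S, they had log2 fold changes of -1.61 and -1.94 at 24 hpi, -2.70 and -2.67 at 48 hpi, and -4.80 (standard error 0.36, adjusted p = 3.53e-08) and -4.69 (standard error 0.33, adjusted p = 1.39e-08) at 96 hpi. Lipoxygenases, the first enzymes of the pathway, went both ways at 96 hpi: Glyma.04G105900 was lower in the R line (-1.81) and Glyma.08G189600 and Glyma.07G007000 were higher (2.40 and 1.77). Of 66 genes of jasmonate synthesis 23 were higher and 7 lower (23 and 6 adjusted over the list alone) than control at 96 hpi in the S line, and camera did not set the list apart from other genes (adjusted p = 0.0674, and adjusted p = 0.558 with an estimated correlation). Of the 12 single-gene calls, 6 were lost by the authors' deposited p-values and 5 with only the groups compared in the fit. The call of Glyma.04G184800 at 24 hpi was lost with a pseudocount of 0.1, by limma voom on the recovered reads and without R 24 hpi replicates 1 and 3 and S 24 hpi replicates 1 and 2 in turn, that of Glyma.04G105900 at 96 hpi after quantile normalization and that of Glyma.07G007000 at 96 hpi without R 96 hpi replicate 3.

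**Figure D4:**
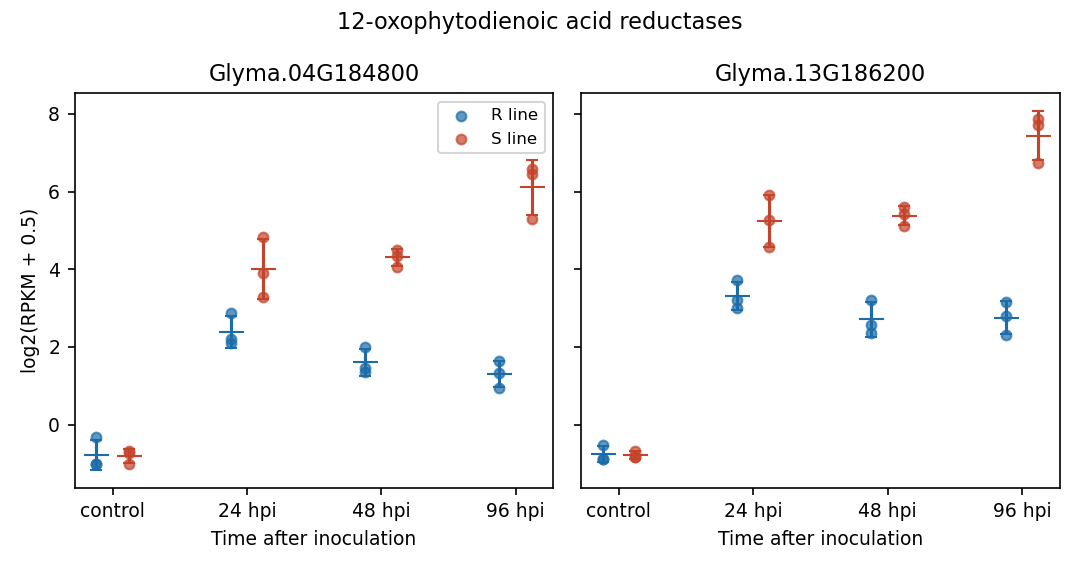
Expression of the 12-oxophytodienoate reductase genes Glyma.04G184800 and Glyma.13G186200 as log2(RPKM + 0.5) (vertical axis) in controls and at 24, 48 and 96 hpi (horizontal axis) in the R and S lines. Each point is a library and the bars show the mean ± SD of 3 replicates; at 96 hpi every S line library lies above every R line library for both genes.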

Expectedly, SA accumulated to higher levels in the S line throughout the time course (Figure 5B). JA and SA responses are known to be antagonistic in many plant–pathogen interactions (Glazebrook, 2005). *In toto*, phytohormone estimation in the S and R lines following *S. sclerotiorum* challenge suggests that resistance to this pathogen in soybean coincides with an early induction of JA signalling. The timing of this induction appears to be critical to the outcome of this interaction.

**Figure 5:**
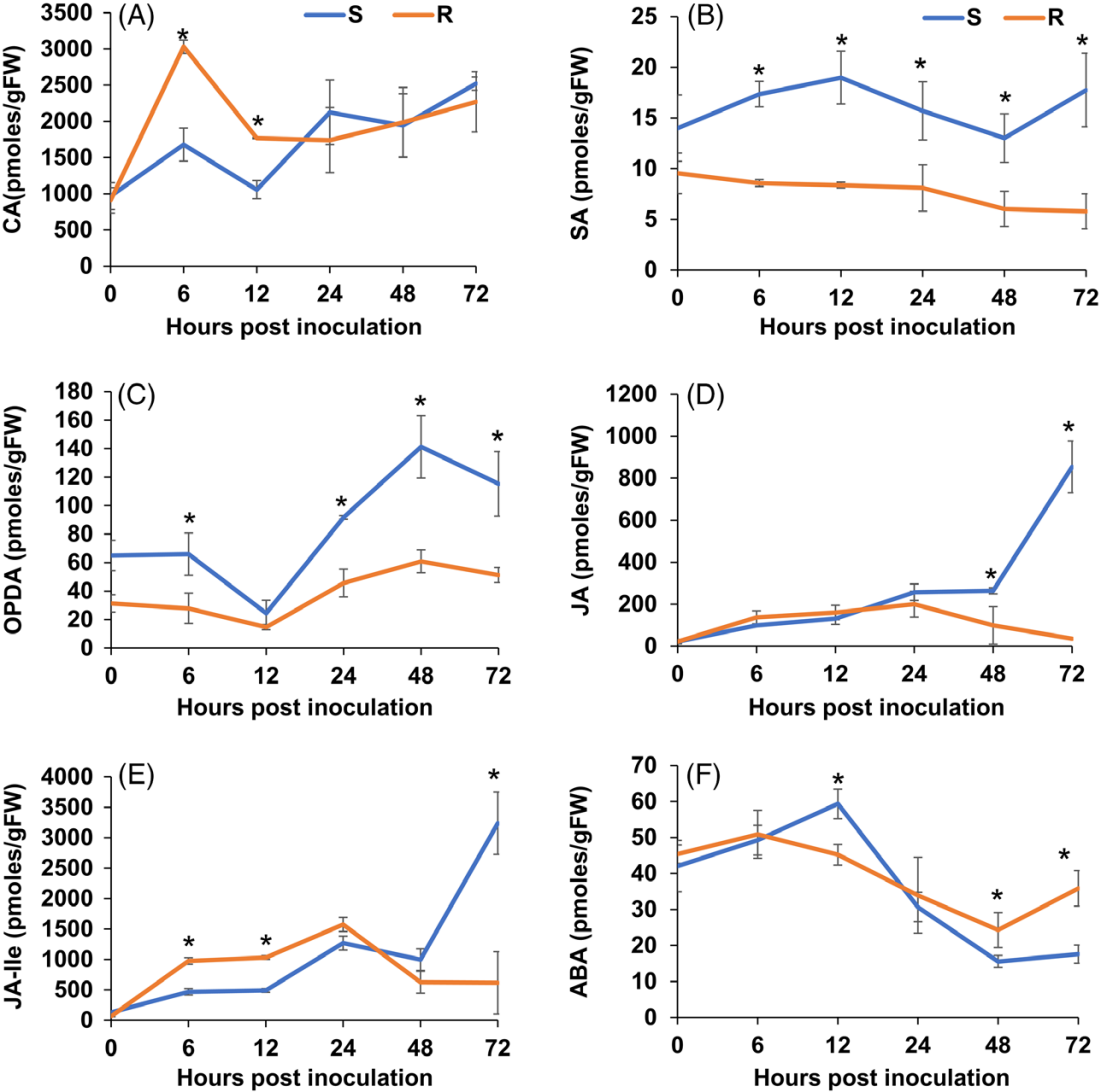
Estimation of phytohormones and a phenylpropanoid pathway precursor (cinnamic acid, CA) in R and S lines following *S. sclerotiorum* infection. (A) Cinnamic acid (CA), (B) salicylic acid (SA), (C) abscisic acid (ABA), (D) jasmonic acid (JA), (E) JA precursor 12‐oxophytodienoic acid (OPDA) and (F) bioactive JA derivative (+)‐7‐iso‐jasmonoyl‐L‐isoleucine (JA‐Ile). The bars represent the standard deviation (*n* = 3). *Indicates a significant difference between the R and S lines at *P*‐value <0.05 (one‐way ANOVA).

### Antifungal activity and mode of action of stem extract from the resistant soybean line

Our earlier observation that soybean stems from the R line accumulated metabolites with antifungal activity, such as ferulic, benzoic, cinnamic and caffeic acids, following *S. sclerotiorum* challenge was intriguing. Thus, we reasoned that total stem extract from the resistant line should also exhibit antifungal activity against *S. sclerotiorum*. We prepared extracts from stem sections harvested from the R line following *S. sclerotiorum* inoculation that we termed red stem extracts due to the distinct red discoloration associated with resistant stems. *S. sclerotiorum* growth was assayed on potato dextrose broth (PDB) amended with the red stem extract, green stem extract (harvested from non‐inoculated plants) or DMSO control. Fungal biomass was markedly reduced (12‐ to 14‐fold) in the presence of the red stem extract compared to PDB amended with the green stem extract or DMSO (Figure S7). These results confirm that the resistant response associated with our R line clearly involves the accumulation of antifungal compounds that restrict *S. sclerotiorum* growth.

We next examined the mechanism by which the red stem extract inhibits fungal growth using chemical genomic profiling in yeast. Chemical genomic profiling is built upon barcoded strains of *Saccharomyces cerevisiae* mutants representing approximately 4000 gene deletions (Piotrowski *et al*., 2015). Deletion mutants of genes involved in phospholipid and sterol biosynthesis were significantly sensitive to the red stem extract (Fig. 6A). Mutants of *ERG6*, which encodes a protein in the ergosterol biosynthetic pathway, had the greatest sensitivity to the extract, and this was a highly significant response (*P* < 1e‐7). *ERG2*, which is also involved in ergosterol biosynthesis, was also significantly sensitive (*P* < 0.01). Mutants of *ARO7* which encode a gene involved in amino acid biosynthesis was significantly sensitive. While *ARO7* is not known to be directly involved in lipid/sterol biosynthesis, it has many genetic interactions with lipid‐related genes (Costanzo *et al*., 2016). *CHO2* and *OPI3* mutants were also significantly sensitive. Cho2p and Opi3p are both involved in phosphatidylcholine biosynthesis. A deletion mutant of *PAH1* was the most significantly resistant mutant. Pah1p is a phosphatase that regulates phospholipid synthesis. Deletion mutants of *PAH1* have increased phospholipid, fatty acid and ergosterol ester content (Pascual *et al*., 2013). Furthermore, in two of three replicates, the chemical genomic profile of the red stem extract had significant correlation (*P* < 0.05) with the profile of fenpropimorph (Parsons *et al*., 2006), an ergosterol biosynthesis inhibitor that targets *ERG2* and *ERG24* in yeast. Taken together, these data suggest that the red stem extract may exert toxicity by either disrupting enzymes involved in lipid/sterol biosynthesis or alternatively physically binding membrane lipids and causing cell leakage.

**Figure 6:**
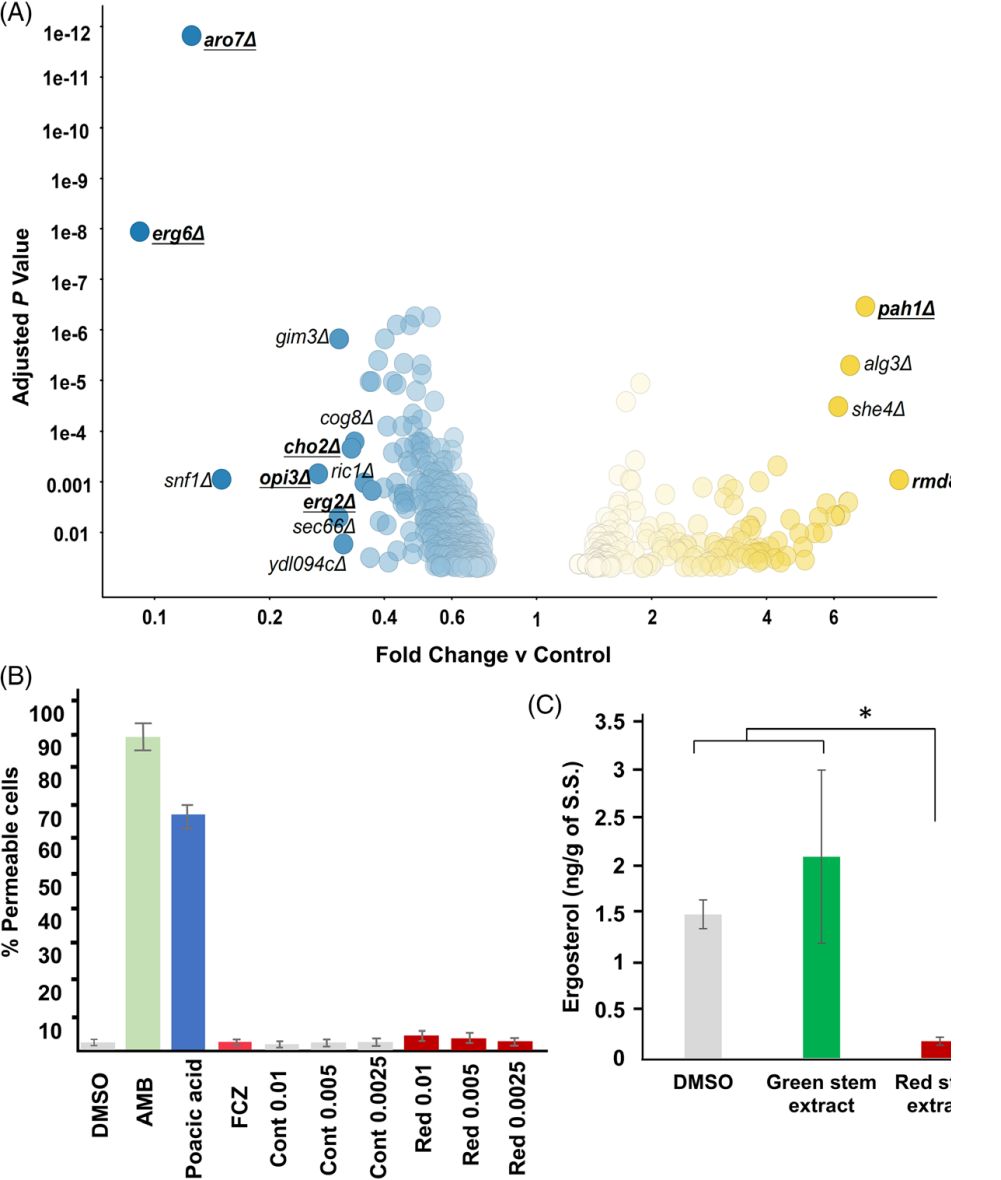
Chemical genomic profiling of the red stem extract in yeast mutants and ergosterol biosynthesis. (A) Plot showing growth differences between yeast deletion mutants exposed to the red stem extract. Dots represent mutants which were significantly sensitive (blue) or resistant (yellow) to the fungicidal activity of the extract. Underlined mutants are implicated in phospholipid and sterol biosynthesis (B) cell leakage assay to test the permeability of *S. sclerotiorum* treated with DMSO, fluconazole (FCZ, 1 mg/mL), amphotericin B (AMB, 100 μg/mL), poacic acid (500 μg/mL) and different dilutions of green (Cont) and red (Red) stem extract (% of concentrate), (C) ergosterol estimation from *S. sclerotiorum* treated with DMSO, green stem extract and red stem extract. Vertical bars show standard deviation of means of three replicates. *Indicates a significant difference at *P*‐value <0.05 (t‐test).

### Red stem extract inhibits ergosterol biosynthesis in *Sclerotinia sclerotiorum*

To test if the red stem extract causes rapid cell lysis like the antifungal compounds amphotericin B (binds ergosterol) and poacic acid (binds glucan), we performed a cell leakage assay. The red stem extract did not cause significant cell permeability and was similar to fluconazole, an ergosterol synthesis inhibitor (Figure 6B). This result supports the hypothesis that compounds within the red stem extract target ergosterol biosynthetic enzymes. We thus tested if the treatment of *S. sclerotiorum* with the red stem extract alters ergosterol production. *S. sclerotiorum* was grown in PDB amended with red stem extract, green stem extract or DMSO, and ergosterol levels were calculated as previously described (Yarden *et al*., 2014). Ergosterol content of *S. sclerotiorum* mycelia grown in red stem extract was significantly reduced compared to control treatments (Fig. 6C). The results confirm that the red stem extract inhibits the growth of *S. sclerotiorum* by targeting ergosterol biosynthesis in the fungus.

## Discussion

Resistance to fungal pathogens with a predominately necrotrophic lifestyle, such as *Sclerotinia sclerotiorum*, is not well understood due to the likely complex network of responses to these pathogens or their determinants. Uncovering key components of these defence responses is essential for the deployment of disease‐resistant crops. In this study, we specifically examine soybean resistance mechanisms against *S. sclerotiorum* by comparing opposing outcomes in two soybean lines in response to this pathogen. Several lines of evidence are consistent with the following conclusions: (i) *S. sclerotiorum* challenge induces drastic changes in gene expression and metabolite production in soybean; (ii) resistance in soybean is associated with an early recognition of the pathogen and a rapid induction of JA signalling; (iii) the redox buffering capacity of the host is essential to counter the oxidative state imposed by *S. sclerotiorum*; (iv) a reprogramming of the phenylpropanoid pathway and up‐regulation of antifungal metabolites are observed during the resistant response to *S. sclerotiorum*; (v) the antifungal activity associated with resistance targets ergosterol biosynthesis in the pathogen. Overall, omics and functional studies allowed us to uncover a novel resistance mechanism connecting the up‐regulation of antifungal activity to a successful defence response against *S. sclerotiorum* and highlight the importance of early recognition and redox regulation in resistance to this pathogen (Figure 7).

**Figure 7:**
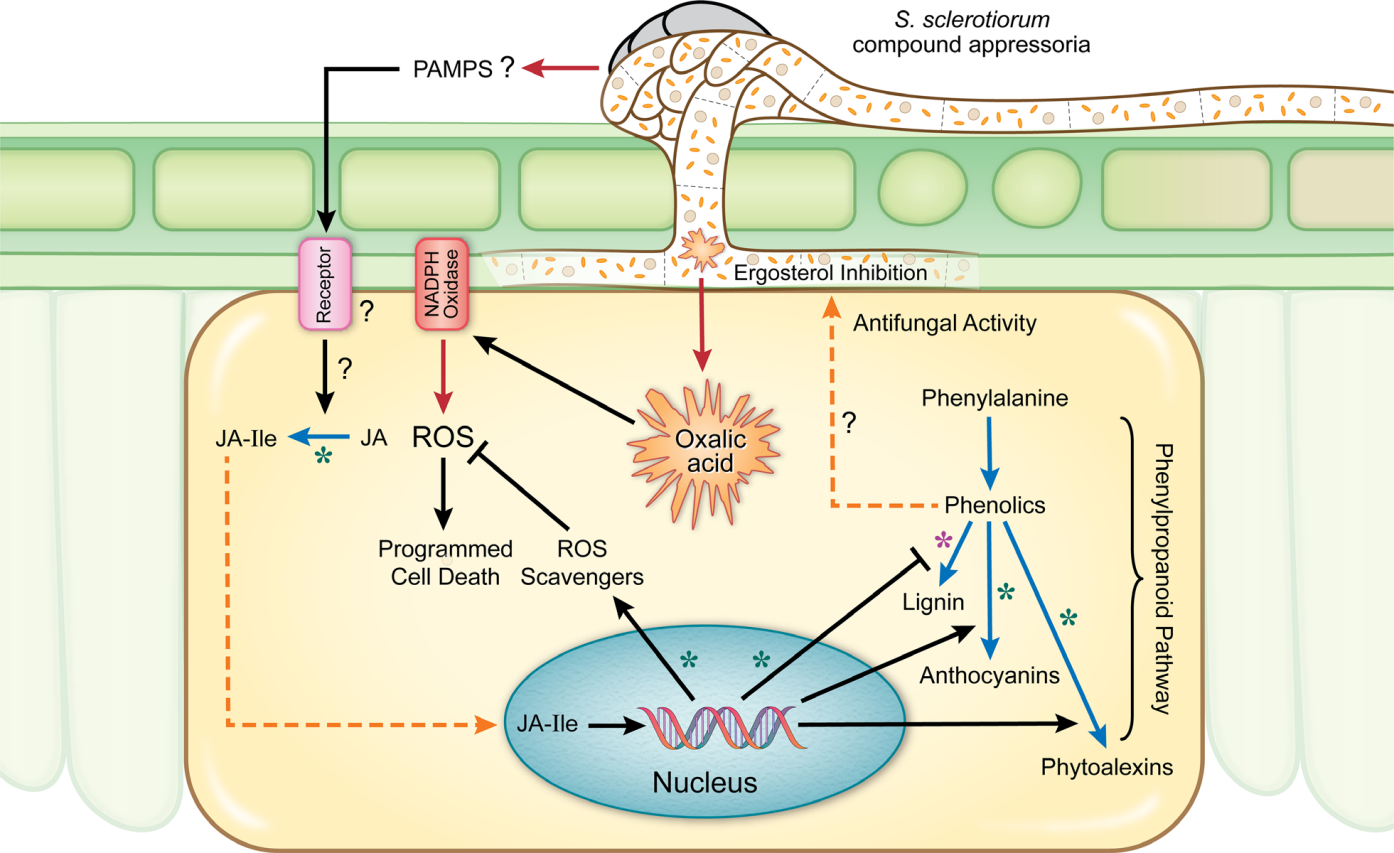
Cellular model summarizing *S. sclerotiorum* resistance mechanisms in soybean. Black line = induction/suppression of a process, red line = secretion/release, blue line = bioconversion, dashed orange line = translocation of a metabolite, purple asterisk (*) = down‐regulation in resistant response, green asterisk (*) = up‐regulation in resistant response, JA = jasmonic acid, JA‐Ile = jasmonic acid‐isoleucine.

The implication of host ROS in plant defences, including the hypersensitive response (HR) and pathogen‐associated molecular pattern (PAMP)‐triggered immunity following pathogen recognition, is well documented (Keinath *et al*., 2010; Zurbriggen *et al*., 2010). However, ROS are also produced during compatible interactions, thus facilitating host colonization of certain fungal pathogens (Gilbert and Wolpert, 2013; Kabbage *et al*., 2013; Ranjan *et al*., 2018; Williams *et al*., 2011). This study confirms the importance of ROS in the *S. sclerotiorum* pathosystem and suggests ROS scavenging and antioxidant activity as viable resistance mechanisms in soybean. We noted the significant up‐regulation of genes related to ROS scavenging such as peroxidases, glutathione S‐transferases, ascorbate oxidases and superoxide dismutase, in association with the successful defence response against *S. sclerotiorum*. We also noted the accumulation of antioxidant metabolites dehydroascorbic acid (DHA) and trans‐4‐hydroxy‐L‐proline. DHA is converted into ascorbic acid (AA), which is known for its redox buffering capacity and ROS detoxification (Foyer, 2005; Foyer and Noctor, 2005). The utilization of ascorbic acid as an antioxidant in cells causes its oxidation back to dehydroascorbic acid (Wilson and Wilson, 2002). Thus, the low levels of DHA in our resistant line at the onset of infection can be explained by higher ascorbic acid levels at this stage. Once oxidized, AA is converted to DHA, which accumulated at the later stages of our time course. Similarly, the proline derivative, trans‐4‐hydroxy‐L‐proline, was markedly increased in our resistance response and is a known osmoprotectant and antioxidant (Hayat *et al*., 2012; Kim *et al*., 2017). The accumulation of proline in plants has been implicated in stress tolerance by maintaining osmotic balance, stabilizing membranes and modulating ROS levels (Hayat *et al*., 2012). Overall, our accumulating evidence suggests that the antioxidant capacity of soybean plays a critical role in its ability to resist *S. sclerotiorum*, a pathogen that induces ROS and cell death in the host to achieve pathogenic success.

An important question is what causes this stark difference in ROS buffering capacity between the R and S soybean lines despite common genetic components? We propose that the early recognition of the pathogen in the R line leads to a timely response that includes the activation of the antioxidant machinery within the host. This is corroborated by our phytohormone analysis that shows a rapid induction of the bioactive form of jasmonic acid (JA), jasmonoyl‐L‐isoleucine (JA‐Ile) as early as 6 hpi in the resistance response, JA‐Ile levels decreased at the later stages of infection, presumably once the infection was under control. In contrast, in the susceptible response, JA and JA‐Ile levels remained low early, but drastically increased at the later stages of our time course, which can be conceived as a delayed and unsuccessful response to fend off an already established infection. Plant defences involving JA typically inhibit fungal necrotrophs (Glazebrook, 2005), and mutants specifically impaired in JA‐Ile accumulation show enhanced susceptibility to such pathogens (Agarwal *et al*., 2011; Gravot *et al*., 2012; Yan and Xie, 2015). JA and ethylene pathways were also suggested to be involved in soybean–*S. sclerotiorum* interaction (Calla *et al*., 2009). Our results are consistent with the model where upon *S. sclerotiorum* challenge, JA is rapidly biosynthesized from linolenic acid and subsequently catalysed to JA‐Ile, the active form of JA. Our metabolomics analysis also showed that linolenic acid is hyperaccumulated early in the resistance response. Thus, while JA signalling appears to be activated in both resistant and susceptible responses, the timing of this induction is key to the resistance outcome in *S. sclerotiorum*–soybean interaction. The early induction likely leads the timely activation of defence components culminating in the arrest of fungal growth and colonization.

The integration of our transcriptomic and metabolic data revealed that the phenylpropanoid pathway is differentially regulated in our soybean lines in response to *S. sclerotiorum* challenge. Specifically, our data suggest a reprogramming of the phenylpropanoid pathway with its flux diverted from lignin to lignin intermediates, anthocyanins and phytoalexins in the resistance response against *S. sclerotiorum*. While these results will require further confirmation by the absolute quantification of phenylpropanoid pathway components, the accumulation of upstream metabolites such as ferulic acid, caffeic acid, cinnamic acid and benzoic acid in the resistance line supports a reduced flow towards lignins. The observed accumulation of ferulic acid is also consistent with decreased lignification considering its role as a nucleation site for lignin polymerization (Grabber *et al*., 2002). These results may seem counterintuitive considering that lignin biosynthesis is associated with cell wall fortification as a mechanism of disease resistance (Vance, 1980). However, in support of our results, a negative correlation between soybean stem lignin content and resistance to *S. sclerotiorum* has previously been reported (Peltier *et al*., 2009). Flux changes within the phenylpropanoid pathway in maize have been discussed in response to the biotrophic fungal pathogen *Ustilago maydis* (Djamei *et al*., 2011; Tanaka *et al*., 2014). In contrast to our results, resistance to *U. maydis* appears to be associated with the activation of the lignin branch of the phenylpropanoid pathway. However, these observations are in line with the limited lytic repertoire and the biotrophic lifestyle of *U. maydis*. Against necrotrophic fungal pathogens, anthocyanin may act as antioxidants by scavenging ROS and limiting the induction of cell death required by these pathogens. Indeed, the ROS scavenging capacity of anthocyanins has been proposed to provide protection against necrotrophic pathogens, including *S. sclerotiorum* (Calla *et al*., 2009), *Botrytis cinerea* (Zhang *et al*., 2013) and *Erwinia carotovora* (Lorenc‐Kukuła *et al*., 2005). Our results confirm that this mechanism may confer resistance against *S. sclerotiorum* in soybean.

Due to the observed accumulation of phenylpropanoid metabolites in the resistance response against *S. sclerotiorum*, we considered antifungal activity as a component of this response. Indeed, total red stem extracts from our resistant line following *S. sclerotiorum* challenge clearly inhibited fungal growth *in vitro*. This antifungal response was seemingly absent from healthy soybean plants, activated only in response to *S. sclerotiorum*. Furthermore, we were able to show using chemical genomics in yeast that this antifungal activity targets ergosterol biosynthesis in the fungus. Ergosterol, a lipid found in the cellular membranes of fungi, is important to the regulation of membrane fluidity and permeability. It is, therefore, conceivable that plants have evolved means to target this key component of fungal membranes. The specific metabolites responsible for these antifungal activities in our resistant line are currently unknown. While we provided evidence that several identified metabolites affected *S. sclerotiorum* growth, their chemical genomic profile did not match that of the red stem extract. Thus, we propose that other unknown compounds target ergosterol biosynthesis and contribute to resistance to this pathogen. The identification of these compounds through high‐resolution mass spectrometry may lead to the discovery of novel bioactive metabolites and help devise specific strategies to introgress resistance to fungal pathogens in crop plants.

## Methods

### Plant material and pathogen inoculation

Two recombinants inbred lines of soybean (*Glycine max*), one resistant (91‐145) and one susceptible (91‐144), were used in this study. SSR infection was performed using a wild‐type strain of *S. sclerotiorum* (1980) grown at room temperature on potato dextrose agar (PDA) as described by Godoy *et al*., 1990. Plants were *grown* in a growth room at 24°C with 16 h light and 8 h dark photoperiod cycles. Fertilization was applied using standard practices. Four‐week‐old soybean plants were infected with *S. sclerotiorum* by petiole inoculation, using an agar plug of actively growing fungal hyphae. Plant tissue was sampled by cutting horizontally above and below (1.5 cm) the node of the inoculated petiole with a clean straight‐edge razor (Ranjan *et al*., 2018). Tissue samples were then immediately frozen in liquid nitrogen prior to RNA extraction and metabolomic analysis. Samples from non‐inoculated stem tissues were harvested as above and served as a control. The experimental design was completely randomized and consisted of three biological replicates for each of the treatments. Each biological replicate consisted of stem segments (∼3 cm, first internode) from two different plants.

### RNA extraction and library preparation

Total RNA was extracted from soybean stem tissues using a modified Trizol protocol (Invitrogen Corp., Carlsbad, CA, USA). Briefly, collected tissue from each sample was finely ground in liquid nitrogen. For each 100 mg of tissue, 1 ml of chilled Trizol was added. Samples were centrifuged at 12 k rpm for 5 min at 4°C. Supernatant was discarded and 200 μl of chilled chloroform was added and vortexed at high speed for 15 s. Samples were centrifuged again at 12 k rpm for 15 min at 4°C. The aqueous phase was mixed with 0.8× isopropanol and left at room temperature for 10 min, followed by centrifugation at 12 k rpm at 4°C. Supernatant was discarded, and the pellet was washed with 75% ethanol. Pellet was air‐dried for 10 min at room temperature and resuspended in 20 μL of nuclease‐free water followed by incubation at 55°C for 10 min. Samples were cleaned using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany). RNA concentration and purity were determined by Nanodrop (Thermo Fisher Scientific, Wilmington, DE) and sample quality was assessed using an Agilent Bioanalyzer 2100 and an RNA 6000 Nano Kit (Agilent Technologies, Santa Clara, CA). The RNAseq experiment included three biological replicates per treatment.

Library preparation was performed at the University of Wisconsin–Madison Biotechnology Centre (Madison, WI, USA). Individually indexed libraries were prepared using the TruSeq RNA Sample Preparation v2 kit according to the manufacturer's instructions (Illumina, San Diego CA, USA). Library concentrations were quantified with the Qubit HS DNA kit (Thermo Fisher Scientific, Wilmington, DE). The size and quality of the libraries were evaluated with an Agilent Bioanalyzer 2100 and an Agilent DNA 1000 kit (Agilent Technologies, Santa Clara, CA) and the libraries were sequenced using Illumina HiSeq2500 (1 × 100 bp) (Illumina, San Diego CA, USA).

### Quality check and sequence analysis

Illumina raw read data quality was verified with fast QC (Andrews, 2010) and quality control checked using FASTX‐toolkit (Blankenberg *et al*., 2010). The soybean and *S. sclereotiorum* genome sequences were acquired from Phytozome v12.1 (https://phytozome.jgi.doe.gov/pz/portal.html#!bulk?org=Org_Gmax) and the Broad institute (https://www.broadinstitute.org/fungal-genome-initiative/sclerotinia-sclerotiorum-genome-project) respectively (Amselem *et al*., 2011; Schmutz *et al*., 2010). Raw sequence reads were mapped to both genomes using the Subjunc aligner from Subread (Liao *et al*., 2013). Alignments were compared to the gene annotation GFF files for both organisms (Soybean: Gmax_275_Wm82.a2.v1.gene.gff3 (Schmutz *et al*., 2010), *S. sclereotiorum*: sclerotinia_sclerotiorum_2_transcripts.gtf (Amselem *et al*., 2011)) and raw counts for each gene were generated using the feature Counts tool from subread. The raw counts data were normalized using voom from the R Limma package, then used to generate differential expression (log_2_FC) values (Law *et al*., 2014; Ritchie *et al*., 2015). DEGs were generated from the comparison of inoculated soybeans of both lines at different time points to their respective uninoculated control (FDR < 0.05; log_2_FC > 1 or <−1). Raw data were submitted to NCBI (Accession: GSE114448).

### Gene annotation and gene ontology enrichment analysis

Differentially expressed genes were annotated using soybean genome gene annotations (Annotation_Gmax_275_Wm82.a2.v1.gene.gff3) from Phytozome (https://phytozome.jgi.doe. gov/pz/portal.html#!bulk?org=Org_Gmax) while soybean chloroplast (https://www.ncbi.nlm.nih.gov/nuccore/91214122) and mitochondrion (https://www.ncbi.nlm.nih.gov/nuccore/476507670) sequences were used from NCBI. The statistically significant DEGs (*P*‐value < 0.01; log_2_FC > 1 or <−1) of the R versus S comparison were used to identify enriched Gene ontology (GO) terms using the Soybase GO term enrichment tool (https://www.soybase.org/goslimgraphic_v2/dashboard.php) (Morales *et al*., 2013).

### Metabolites estimation and analysis

Four‐week‐old soybean plants of susceptible and resistant lines were petiole inoculated as described above. Four stems (3 cm) for each treatment per biological replicate were harvested 48 and 72 h post‐inoculation and non‐inoculated stems were used as a control. Collected stem samples were immediately frozen in liquid nitrogen and kept at −80°C until used. Gas chromatography–mass spectrometry (GC–MS) analysis was performed by West Coast Metabolomics (Univ. California, Davis). Detailed methods of metabolite derivatization, separation and detection are described in Fiehn, 2016; . Briefly, samples were injected (0.5 μL, split less injection) into a Pegasus IV GC (Leco Corp., St Joseph, MI) equipped with a 30 m × 0.25 mm i.d. fused‐silica capillary column bound with 0.25 μm Rtx‐5Sil MS stationary phase (Restek Corporation, Bellefonte, PA). The injector temperature was 50°C ramped to 250°C by 12°C/s. A helium mobile phase was applied at a flow rate of 1 mL/min. Column temperature was 50°C for 1 min, ramped to 330°C by 20°C/min and held constant for 5 min. The column effluent was introduced into the ion source of a Pegasus IV TOF MS (Leco Corp., St Joseph, MI) with transfer line temperature set to 230°C and ion source set to 250°C. Ions were generated with a −70 eV and 1800 V ionization energy. Masses (80–500 m/z) were acquired at a rate of 17 spectra s‐1. ChromaTOF 2.32 software (Leco Corp) was used for automatic peak detection and deconvolution using a 3 s peak width. Peaks with signal/noise below 5:1 were rejected. Metabolites were quantified by peak height for the quantification ion. Metabolites were annotated with the BinBase 2.0 algorithm (Skogerson *et al*., 2011). Statistical analyses were conducted in MetaboAnalyst 3.0 (Xia *et al*., 2015). Multivariate and univariate statistics were performed on generalized log transformed peak heights. The multivariate analysis of identified metabolites was performed using Partial Least Squares‐Discriminant Analysis (PLS‐DA). Metabolites with FDR < 0.05 were considered differentially regulated. Metabolite pathway analysis was done using the MetaboAnalyst 3.0 Pathway Analysis tool (Xia *et al*., 2015).

### Reverse Transcriptase–quantitative PCR

RNA was isolated as described above. RNA was reverse transcribed using the AMV First‐Strand cDNA Synthesis Kit (NEB Inc., Ipswitch, MA) according to manufacturer's instructions. RT‐qPCR was performed using a SensiFAST SYBR No ROX Kit (Bioline USA Inc., Taunton, MA, USA). Primers were designed using Primer3 software (Koressaar and Remm, 2007; Untergasser *et al*., 2012) for the amplification of gene fragments of approximately 100–200 bp in length and with an annealing temperature of 60°C (Table S7). RT‐qPCR was performed on a CFX96 real‐time PCR system (Bio‐Rad, Hercules, CA). The run conditions were 2 min of initial denaturation at 95°C, 95°C for 5 s, 58°C for 10 s and 72°C for 20 s (40 cycles). The relative expression of genes was calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001) with the soybean gene *GmCon15S* (Libault *et al*., 2008) as endogenous control. Three biological replicates were used for each sample.

### Targeted GC‐MS analysis of CA, SA, JA, JA‐Ile, cis‐OPDA and ABA

Four‐week‐old soybean plants of susceptible and resistant lines were petiole inoculated with actively growing agar plugs of *S. Sclerotiorum*. Four stems (3 cm) for each biological replicate were harvested at 6, 12, 24, 48 and 72 hpi. Uninoculated stems were also collected for the estimation of the basal concentration of the phytohormones. These collected stem samples were immediately frozen with liquid nitrogen and kept at −80°C until used. Stem tissues from each treatment were finely ground with liquid nitrogen and 100 mg of the ground tissue was added to 500 μl of phytohormone extraction buffer and analysed using GC‐MS (Christensen *et al*., 2014; Schmelz *et al*., 2003, 2011). The simultaneous detection of several hormones was accomplished using the methods described in Muller *et al*. 2011 with modifications (Müller and Munné‐Bosch, 2011). The analysis utilized an Ascentis Express C‐18 Column (3 cm × 2.1 mm, 2.7 μm) connected to an API 3200 LC‐electrospray ionization‐tandem mass spectrometry (MS/MS) with multiple reaction mentoring (MRM). Three biological replicates of each treatment were performed.

### Plate inhibition assay of *S. sclerotiorum*

The plate growth inhibition assay of *S. sclerotiorum* was done on solid PDA culture plates containing 0, 250, 500 or 1000 μg/mL of ferulic or caffeic acid. Three replicates were used for each treatment. Plates were inoculated with an actively growing plug of *S. sclerotiorum* and grown at 25 °C for either 48 h (ferulic acid) or 7 days (caffeic acid) prior to assessment.

### Compound extraction from soybean stem

Five hundred milligram of infected red stem or unaffected green stem was mixed 1:1 w/v in 100% ethanol at 80°C for 1 h. Samples were resuspended with 100 μL of DMSO and used for *S. sclerotiorum* inhibition assay, chemical genomics and cell permeability assays.

### Chemical genomic analysis

Chemical genomic analysis of the red stem extract was performed using the non‐essential yeast deletion mutant collection as described previously (Piotrowski *et al*., 2015). Briefly, triplicate 200 μL cultures of the pooled deletion collection were exposed to a 1:10 dilution of the red stem extract and allowed to grow for 48 h. Genomic DNA was extracted using the Invitrogen Purelink 96‐well genomic extraction kit (Invitrogen, Carlsbad, CA, USA). Mutant‐specific barcodes were amplified using indexed primers. Samples were sequenced on a HiSeq2500 (1 × 50 bp) (Illumina, San Diego CA, USA) rapid run and reads were processed using BEAN‐counter (Piotrowski *et al*., 2017) and EdgeR (Robinson *et al*., 2009).

### Cell permeability assay

To quantify the membrane damage caused by the red stem extract, a FungaLight™ Cell Viability assay (Invitrogen L34952) and Guava Flow Cytometer (Millipore, USA) were used as described previously (Wyche *et al*., 2014). Amphotericin B (100 μg/mL) and poacic acid (500 μg/mL) were included as positive controls. Fluconazole (1 mg/mL) was also included as a control, given its ability to inhibit ergosterol biosynthesis without causing rapid cell permeability. We exposed 200 μL log phase populations of yeast cells in YPD media to the control drugs, red stem extract (0.01%, 0.005% and 0.0025%), the control green stem extract (0.01%, 0.005% and 0.0025%) and a 1% DMSO control (*n* = 3) for 4 h at 30°C. The cells were then stained with the FungaLight™ kit and immediately analysed by flow cytometry.

### Biomass and ergosterol estimation of *S. sclerotiorum*

The biomass of *S. sclerotiorum* was measured by growing the fungus in potato dextrose broth (PDB). Freshly grown PDA cultures were scraped and then washed twice with water at 4000 rpm (4°C) before being resuspended in water. Equal amounts of resuspended *S. sclerotiorum* were inoculated into 250 mL conical flasks containing 30 mL PDB. For each 30 mL of PDB, 300 μL of red stem extract, green stem extract or DMSO was added and incubated over a period of 48 h. To estimate the wet weight, the mycelia were filtered on a preweighed Miracloth (Darmstadt, Germany). Ergosterol level was estimated as described by Yarden et. al 2014 (Yarden *et al*., 2014).

## Conflict of interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1** Differentially expressed genes (DEGs) identification in R and S line after *S. sclerotiorum* infection.
**Figure S2** Partial least squares‐discriminate analysis (PLS‐DA) score plots of metabolic profiles in soybean R and S line.
**Figure S3** (A) Increased accumulation of the jasmonic acid precursor linolenic acid in the R line compared to the S line; (B) increased accumulation of cyanoalanine (an indicator of ethylene biosynthesis) in the R line compared to the S line.
**Figure S4** Confirmation of expression profiles of select phenylpropanoid pathway genes using qRT‐PCR.
**Figure S5** Effect of phenylpropanoid pathway intermediate on *S. sclerotiorum* growth.
**Figure S6** (A) Red and green stem extract of a R line plant infected with *S. sclerotiorum* and a S line plant mock inoculated. Extraction was performed 10 dpi; (B) fungal biomass after growth in PDB cultures containing the red stem extract, DMSO or green stem extract; (C) weight of fungal biomass in PDB cultures containing the red stem extract, green stem extract or DMSO.
**Figure S7** Reactive oxygen species (ROS) scavenging machinery.

**Table S1** Differentially expressed genes (DEGs) in R and S lines following *S. sclerotiorum* infection at 24, 48 and 96 hpi compared to control.

**Table S2** Differentially expressed genes in the R line compared to the S line following *S. sclerotiorum* infection at 24, 48 and 96 hpi.

**Table S3** GO enrichment of significant biological processes generated from differentially regulated genes in the R line compared to the S line.

**Table S4** Estimated gas chromatography–mass spectrometry (GC–MS) peak intensity list of all the metabolites.

**Table S5** Significantly regulated metabolites in the R line compared to the S line following *S. sclerotiorum* infection at 24, 48 and 96 hpi.

**Table S6** Metabolic pathways assigned to significantly regulated metabolites from comparison of R and S lines at 48 and 72 hpi.

**Table S7** Primer list for qRT‐PCR of phenylpropanoid genes.

**Table S8** Differentially expressed genes encoding putative reactive oxygen species (ROS) scavenging and antioxidant genes in the R line compared to the S line following *S. sclerotiorum* infection at 24, 48 and 96 hpi.

**Table S9** Differentially expressed genes encoding putative jasmonic acid (JA) and ethylene (ET) biosynthetic and response genes in the R line compared to the S line following *S. sclerotiorum* infection at 24, 48 and 96 hpi.

How the deposited data were processed for this re-analysis (not part of the article)

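RNA was measured in stem segments around the inoculated node of the R line and the S line at 24, 48 and 96 hpi. Segments of non-inoculated stems were the controls, without a mock-inoculated or time-matched control. Each of 8 groups had 3 biological replicates, 24 libraries in all. The authors mapped single-end reads to the soybean and fungal genomes with Subjunc of the Subread package and counted them per gene with featureCounts on the soybean gene models (versions not given in the sources used here). The authors deposited RPKM per gene and library, without a statement of the gene length or library total behind them. The same deposited table holds log2 fold changes of 9 comparisons, made by the authors with voom and limma, and the p-values and FDR of these comparisons as the authors deposited them. Its columns for the R line against the S line at 48 hpi equal those at 24 hpi in every gene and were not used. The table has 43225 lines, of which 1 without a gene ID was left out, and 43224 genes (43101 nuclear and 123 of the organelles), 37319 of them with a description.

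RPKM steps between genes with few reads gave back whole reads (within 0.001 reads) in 100% of the genes, from which the depth per library was taken: 10987636 to 37340910 reads, with a median of 20.7 M. These reads served for depth, for thinning the libraries to one depth and for 1 alternative test. A read-count test with edgeR had been planned and was not run; since the deposited unit is RPKM, the test was made on log values, and of tests on reads only limma voom was run, on the recovered reads. Every gene was tested with limma 3.58.1 (trend) in R 4.3.3 on log2(RPKM + 0.5). Genes with an RPKM of at least 1 in at least 3 libraries were kept, 37534 in all, and 5690 were left out. One fit of group means held all 24 libraries. Its standard errors and p-values thus rest on a spread shared by all 8 groups, not on that of the groups compared alone. The comparisons were each time against control within a line, the R line against the S line in controls and at each time, and the difference between the lines in their change from control (interaction). A gene was called at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Gene lists, 35 in all and written before the data were examined from words in the descriptions, were tested with camera at a preset correlation of 0.01, with an estimated one and with fry, and the study's own Tables 2, S8 and S9 were tested as 3 further lists. Single libraries and expression values are given as mean and SD of RPKM.

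Replicate numbers were checked as pairs before the tests. They took 46.3% of the spread within groups, where a random numbering takes 12.5%, and replicate 3 against 1 and 2 alone took 44.5%. In 8 of 10 comparisons every same-numbered pair had a correlation of its departures above 0.1 (0.154 to 0.812). It did not hold for R 96 hpi against R control (lowest 0.08) or against S 96 hpi (lowest -0.21), so the replicate number entered only as an alternative (a block). The main fit thus left the departures shared by replicate numbers in its residual spread, which can hide differences. With the block, more genes passed for the difference of responses at 96 hpi, as given among the closing observations. No library duplicated another. In data simulated at these depths and this spread, limma called 84 to 87 of 100 genes set to a 3-fold change and 94 to 95 of 100 set to 8-fold, none in the wrong direction, and 4 to 5 of 37334 genes set to no change. The genes set to change had a mean RPKM of at least 5. The noise was drawn independently per gene and library, without a departure shared by replicate numbers. Each gene had the same spread in all 24 libraries, while real replicate pairs differed, with a chi-square per gene of 4.00 to 130. These rates therefore do not carry over to genes of lower expression, to the real departures of replicate 3 or to groups of wider spread such as R 96 hpi.

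Genes named in the text follow a rule set before the data were examined, except the neighbours on chromosome 18 among the closing observations and Glyma.13G109800 in the difference of responses at 96 hpi, both chosen after their values were seen, and the paper's own values had been seen. It takes the genes that the paper names in its text and Table 2 or that its claims rest on in Tables S8 and S9 (151, of which 144 passed the minimum RPKM). To these it adds, per comparison, the 10 largest rises and the 10 largest falls among called, described genes with a mean RPKM of at least 5 in the higher group and no overlap between replicates, and up to 4 members per gene list with the smallest adjusted p. Alternatives covered the low-value filter, the libraries in the fit, the replicate block, the thresholds, leaving out each library, the pseudocount, 3 scalings, limma voom on the recovered reads and the authors' p-values. Splits of the libraries were counted for each comparison, all 10 for 3 against 3 and 100 for the interactions. Numbers were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plotted with matplotlib 3.10.9. Reads of the fungus, metabolites, hormones, RT-qPCR and yeast assays were not analysed here.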

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

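The tests of sequencing depth and of a shared day for replicate 3, the 3 scalings, the slope over the R line's calls, the count of windows that hold the genes called in controls and the sorting of splits by line were chosen only after the result was seen, as was the reading given below to the split of the control calls between higher and lower. Tested directly, the change from control differed between the lines in 19 genes at 24 hpi, in 27 at 48 hpi and in 1713 at 96 hpi. Among 100 splits of the libraries, 7, 9 and 8 (the real one included) gave as many genes, and the highest counts of the other splits were 923, 815 and 3558. Such counts, several times the real ones at 24 and 48 hpi, point to a structure of the samples, the lines: the 6, 8 and 7 other splits with as many genes all kept the infected libraries of each line together and exchanged or mixed the controls, so they carry the difference between the lines, and this count does not decide whether chance can be excluded. Of the 88, 89 and 89 splits that mixed the infected libraries, the highest counts were 9, 21 and 91. Comparisons of 3 against 3 libraries have 10 splits, too few for a share under 0.05, and in each of them 1 split, the real one, gave the highest count. Against control the real counts were 4288, 7464 and 9321 genes in the R line and 6033, 9562 and 16023 in the S line at 24, 48 and 96 hpi, and the highest of any other split was 1. Between the lines they were 422 at 24 hpi, 442 at 48 hpi and 315 in controls, with at most 8 in another split, and 5318 at 96 hpi, with 321. Among the splits that also part all 3 pairs of same-numbered replicates, as 4 of 10 do, the highest other count at 96 hpi was 119.

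In controls, 315 genes differed between the lines, a comparison that the paper does not report. Of the 311 called genes placed on a chromosome, 19.9% had a called neighbour among the tested genes (random sets of genes, 1000 in all: median 1.29%, highest 6.43%), and 48 windows of 100 tested genes held 50% of them, where random sets needed at least 60. Against copies of one gene family as the whole cause, 16.7% of 287 genes had a called neighbour after runs with the same description were reduced to 1 gene (highest in random sets 8.36%). Reads lost to variants against the reference stay open: 52.1% of the calls lay on the more frequent side, a split that was set beforehand to count against them, but that bound was wrong by the design and the split excludes nothing, since both lines come from the same parents and either can carry the allele farther from the reference. Segments of the genome in which the lines differ may underlie part of these calls, through expression or through such lost reads, a hypothesis that the crowding along the chromosomes leaves open, since no genotypes were analysed here.

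At 96 hpi, calls against control were 1.72 times as many in the S line as in the R line, and with every library thinned to 10987636 reads they were 9282 in the R line and 16038 in the S line (ratio 1.73), which argues against depth as the whole cause. Median-ratio rescaling gave 9316 and 16095 (ratio 1.73) and upper-quartile rescaling 9829 and 16917 (ratio 1.72). Median-ratio rescaling cannot decide whether a few genes taking most of the reads matter, since the deposited RPKM already held a scaling beyond depth. Library totals implied by the RPKM, over the reads and relative to R control replicate 1, were 0.49 to 0.58 at S 96 hpi and 0.92 to 1.05 in S controls. Median-ratio rescaling moved the median log2 fold change of all genes at 96 hpi by only -0.06 in the R line and -0.04 in the S line. Quantile normalization gave 9631 and 14648 (ratio 1.52), so the scaling may account for part of the difference. Without R 96 hpi replicate 3, which lay apart from its group, the R line had 11558 calls and the ratio was 1.39, so that library may account for part of the difference. Of the 16023 genes called in the S line 99.01% had the same sign in the R line, with a slope of the R line's fold changes on the S line's of 0.66 (0.78 without R 96 hpi replicate 3), which choosing genes by their calls in the S line can lower; over the 9321 called in the R line 99.57% had the same sign and the slope of the S line's on the R line's was 1.31. The lines may thus share a response that went less far in the R line at this time, or was delayed in it, which these samples do not separate.

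Replicate 3 of every group lay apart from replicates 1 and 2, with 323 genes higher and 1892 lower in it by limma. Depth was not the cause of this pattern as a whole, since replicate 3 had the most reads in 4 of 8 groups and the fewest in 2. A smaller share of green tissue, less light or a different hour could lower photosynthesis genes, and camera set these apart (adjusted p = 1.55e-09). But with 27 of 100 lower and 1 higher, and an adjusted p of 0.479 with an estimated correlation, such causes cannot be told apart from others. Replicate 3 also had the fewest genes with any reads in every group (in S 96 hpi 40115 against 41107 and 42319). Whether RNA quality or library preparation lies behind this was not tested. A day of growth or of library preparation that the replicate numbers share may be the source, as the departures of replicate 3 in the R and S controls had a correlation of 0.812 (28 pairs of groups: 0.102 to 0.812, median 0.547). The labels give no day or batch.

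Genes of photosynthesis, which the paper does not discuss, were lower than control at 96 hpi in the S line in 76 of 100 cases. Genes of the secondary wall and xylem, also outside those it discusses, were lower there in 76 of 93 cases. Genes for ribosomal proteins, likewise not discussed, were higher than control at 24 hpi in the R line in 242 of 628 cases, with 125 after upper-quartile rescaling and 68 after quantile normalization. The R line did not stand above the S line in this list at 24 hpi. Between the lines, 2 were called higher and 1 lower in the R line, with 18 higher and 233 lower at an unadjusted p below 0.05 by limma.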

How the results depend on the processing

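Chosen after the data were examined were the pseudocounts of 0.1 and 1, the 3 scalings, limma voom on the recovered reads, the authors' deposited p-values and leaving out all libraries of replicate 3; the others were set before. Counts over all genes tested that stayed within 1.5 times of those reported are called stable here, and where a count moved, the cause was not tested unless said. Without a low-value filter and after median-ratio rescaling every count of genes was stable. With the replicate number as a block the only count to move was the 1713 genes whose change from control differed between the lines at 96 hpi (3109); of the list counts given in the text between the lines at 96 hpi the block moved the higher ones to 15 anthocyanin genes, 7 ascorbate oxidases, 5 ethylene response factors, 5 jasmonate synthesis genes, 1 chalcone synthase and 1 respiratory burst oxidase and the lower ones to 5 core scavengers. Dropping the fold threshold, which adds genes by construction, gave 9533, 15494 and 17970 genes in the R line and 13617, 18877 and 25984 in the S line at 24, 48 and 96 hpi, 12097 between the lines at 96 hpi (326 of them with the same sign in controls), 20212 called in both lines, 1267 in the R line alone and 29939 in either. An unadjusted p below 0.01 with the fold threshold gave 720 genes between the lines at 48 hpi. A fit of only the groups compared has fewer libraries and takes its spread from those groups alone. It called 259 genes between the lines at 48 hpi and 234 at 96 hpi (115 with the same sign in controls). The difference of responses at 96 hpi then passed in 129. By the authors' p-values, adjusted over the genes tested here, 272 genes were called between the lines at 24 hpi and 133 at 96 hpi.

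The difference of responses at 24 hpi passed in 10 genes with a pseudocount of 0.1, that at 48 hpi in 45 and that at 96 hpi in 473 after quantile normalization. By limma voom it passed in 0, 0 and 235 genes at the 3 times, against 698, 1095 and 8187 at an unadjusted p below 0.05. The numbers at 24 and 48 hpi are below 0.05 of the 37534 genes tested, the share expected without any difference if libraries departed independently. Departures shared by replicate numbers stayed in the residual spread and can lower such numbers. They therefore do not show that the responses were alike. Left out all together, the libraries of replicate 3 gave 1437, 2217 and 3425 genes between the lines at 24, 48 and 96 hpi, 36, 168 and 922 for the difference of responses, and 1187 called in the R line alone. Leaving out 1 library at a time, the counts between the lines ranged from 325 to 449 at 24 hpi, 340 to 605 at 48 hpi and 2499 (without R 96 hpi replicate 3) to 7695 (without R 96 hpi replicate 2). Those of the difference of responses ranged from 12 (without S control replicate 2) to 22 at 24 hpi, 16 (without R control replicate 1 or 2 or R 48 hpi replicate 1) to 45 (without S 48 hpi replicate 3) at 48 hpi and 349 (without S control replicate 2) to 4918 (without R 96 hpi replicate 2) at 96 hpi, and those called in the R line alone from 530 (without R control replicate 2) to 996. Of the 455 tests of 35 gene lists camera passed 177, with an estimated correlation 0 (61 at an unadjusted p below 0.05), and fry 287 by its mixed test. Single-gene results named in the text kept their call and side in 2565 of 2867 alternatives, lost the call in 283, gained it in 9 and changed sign without a call in 10, and none reversed; with only the groups compared 68 of 151 lost it.

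Normalization by RLE with edgeR, DESeq2 and voom with TMM had been planned and were not run; of tests on reads, only limma voom was run, on the recovered reads with the library totals that the RPKM steps imply. Upper-quartile rescaling moved the median of all genes to -0.38 in the S line at 96 hpi and quantile normalization to -0.17, so directions of broad sets of genes are relative to the scaling there. The minimum RPKM left 5690 genes out of these counts, and depth (10987636 to 37340910 reads per library) limited the counts against control at 96 hpi little, with 9282 genes in the R line and 16038 in the S line after thinning to 10987636 reads.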

Differences from the paper's values

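Counts of called genes differed by over 1.5 times from the paper's in 4 comparisons. For the R line at 96 hpi the paper's count is 2442 and the count here 9321, and none of the 10 settings chosen before the data were examined brought it within 1.5 times. For genes between the lines the paper gives an unadjusted p below 0.01 with the same fold threshold, while the counts here use an adjusted p below 0.05; at the paper's thresholds they were 617, 720 and 5026 at 24, 48 and 96 hpi. At 24 hpi the paper's count is 1039 against 422 here, which none of the 11 settings chosen beforehand closed. At 48 hpi the paper's is 803 against 442, which 5 of 11 closed: the replicate block, leaving out R 48 hpi replicate 3 or S 48 hpi replicate 3, no fold threshold, and an unadjusted p below 0.01. At 96 hpi the paper's is 2087 against 5318, which only leaving out R 96 hpi replicate 3 (2499) closed of 11. Leaving out all libraries of replicate 3, chosen after seeing the values, gave 1437 at 24 hpi, within 1.5 times of the paper's 1039, but did not call 411 of those 1039 genes (165 of them not tested here); 637 were not called with all libraries. The authors' deposited comparison itself holds 1039 genes at 24 hpi and 2087 at 96 hpi at an unadjusted p below 0.01 with the fold threshold, and 9993 for the R line at 96 hpi at an adjusted p below 0.05; its columns for 48 hpi between the lines equal those of 24 hpi in every gene and were not used.

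Of the 207 log2 fold changes of Tables 2, S8 and S9 that could be compared, all had the paper's sign and 181 lay within the replicate SD of the paper's value. The other 26 are given with the paper's value first and the value here, on the scale of log2(RPKM + 0.5), second; the value by limma voom on the recovered reads follows in parentheses. In Table 2 they were Glyma.18G267800 -5.27 against -2.87 (-5.25) at 48 hpi and -9.45 against -6.25 (-9.47) at 96 hpi, Glyma.11G027700 3.27 against 2.35 (3.25) at 96 hpi, Glyma.13G302300 2.49 against 1.42 (2.44) at 96 hpi, Glyma.14G034100 -5.85 against -3.05 (-5.80) at 24 hpi and -3.69 against -2.92 (-3.72) at 48 hpi, Glyma.19G030800 4.58 against 2.89 (4.52) at 96 hpi, Glyma.11G256500 4.61 against 1.99 (4.51) at 96 hpi and Glyma.06G286600 2.69 against 1.41 (2.66) at 96 hpi. In Table S8 they were Glyma.02G024600 1.94 against 1.41 (1.94) at 24 hpi and 2.73 against 2.36 (2.72) at 48 hpi, Glyma.02G024700 3.19 against 1.25 (3.20) at 48 hpi and 4.49 against 2.79 (4.43) at 96 hpi, Glyma.02G024800 1.13 against 0.88 (1.14) at 24 hpi, Glyma.03G038600 -1.71 against -1.03 (-1.72) at 48 hpi, Glyma.18G211100 -2.20 against -1.61 (-2.19) at 24 hpi and Glyma.05G082700 3.03 against 0.72 (3.07) at 24 hpi. In Table S9 they were Glyma.15G026300 -2.86 against -1.77 (-2.91) at 96 hpi, Glyma.03G254300 3.68 against 1.24 (3.61) at 96 hpi, Glyma.07G061600 4.06 against 1.79 (4.04) at 24 hpi, Glyma.07G061800 3.45 against 1.37 (3.44) at 24 hpi and 3.15 against 1.30 (3.11) at 96 hpi, Glyma.01G232000 -1.80 against -1.37 (-1.84) at 96 hpi, Glyma.15G018400 1.20 against 0.63 (1.18) at 48 hpi, Glyma.05G222400 -1.76 against -0.70 (-1.75) at 24 hpi and Glyma.02G013900 2.23 against 1.05 (2.18) at 96 hpi. Of the 9 settings that apply to each, chosen before the data were examined, none closed the difference except for Glyma.11G027700 (without R 96 hpi replicate 2), Glyma.02G024600 at 48 hpi (without R 48 hpi replicate 1 or 3, or S 48 hpi replicate 1 or 2) and Glyma.01G232000 (without R 96 hpi replicate 1 or 2). Limma voom on the recovered reads, chosen after seeing the values, put all 26 within the replicate SD, with a median distance of 0.03 and a largest of 0.10 from the paper's values (1.23 and 3.20 on the scale of log2(RPKM + 0.5)), and dropped 7 of the 144 table values called here. A pseudocount of 0.1, chosen after seeing the values, put 14 there and dropped 5 of the 144, and quantile normalization, chosen after seeing the values, put only Glyma.01G232000 there and dropped 42. Of the other 63 of the 207 values, not called here, 19 were called at an unadjusted p below 0.01 with the fold threshold, 8 with the replicate block, 2 with only the groups compared (which kept only 23 of the 144), 1 each without the low-value filter and without the fold threshold, and 1 or 2 each without R 48 hpi replicate 2 or 3, R 96 hpi replicate 1 or 2, S 48 hpi replicate 3 or S 96 hpi replicate 2. Among settings chosen after seeing the values, leaving out all libraries of replicate 3 called 35 of the 63 and dropped 23 of the 144, quantile normalization called 8, a pseudocount of 0.1 called 4, upper-quartile rescaling called 3 and dropped 16, limma voom called 2, and a pseudocount of 1 called 1 and dropped 7.

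The paper states that glutathione S-transferases, Cu-Zn superoxide dismutases, ascorbate oxidases and several peroxidases, 16 genes that it names, were higher in the R line at 24 hpi. Of the 13 that were tested here, 7 had log2 fold changes above 0 at 24 hpi and 6 below, 1 was called higher and none lower at 24 hpi, and 9 were called higher at 96 hpi. The called gene was the glutathione S-transferase Glyma.02G024600 (1.41), whose call was lost with a pseudocount of 1, after median-ratio rescaling, by limma voom and without each of the 6 libraries of 24 hpi in turn. Also above 0 were Glyma.02G024800 (0.88), the superoxide dismutases Glyma.12G081300 (0.38) and Glyma.12G178800 (0.52), the ascorbate oxidases Glyma.05G082700 (0.72, and 3.07 by limma voom) and Glyma.17G180400 (1.48) and the peroxidase Glyma.11G080300 (1.24). Leaving out all libraries of replicate 3, chosen after seeing the values, called Glyma.17G180400 and Glyma.11G080300 and dropped 23 of the 144 table values called here. Below 0 were the ascorbate oxidases Glyma.11G059200, Glyma.17G012300 and Glyma.20G051900 (-0.03, -0.85 and -0.17) and the peroxidases Glyma.01G192500, Glyma.11G049600 and Glyma.14G201700 (-0.05, -0.36 and -0.12). All 19 values of Table S8 at 24 hpi that could be compared had the sign found here. For these 6 genes Table S8 therefore gives no value above 0 at 24 hpi, and the difference lies with the paper's sentence rather than with its table. The call of Glyma.12G081300 at 96 hpi was lost without R 96 hpi replicate 3. The paper places the peak of the R line's DEGs at 48 hpi. Here the R line had 7464 at 48 hpi and 9321 at 96 hpi, but 7869 and 7514 with only the groups compared in the fit. Without R 96 hpi replicate 3 the count at 96 hpi was 11558, and by limma voom on the recovered reads 10573. The authors' deposited comparison holds 10317 at 48 hpi and 9993 at 96 hpi at an adjusted p below 0.05 with the fold threshold, which has the paper's order.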

Other observations

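Of the genes and lists below, the neighbours on chromosome 18 were chosen after their values were seen. Adjacent genes on chromosome 18 were several times lower in the R line than in the S line, in controls as well as after infection. An amino acid transporter gene (Glyma.18G022400) stood at 10.4 ± 1.41 RPKM in R line controls and 111 ± 33.2 in S line controls (SD, n = 3 each), and its neighbour, which encodes an alpha-SNAP protein of vesicle fusion (Glyma.18G022500), at 63.5 ± 8.21 and 489 ± 170. Their log2 fold changes were -3.32 and -2.88 in controls, -2.90 and -2.32 at 24 hpi, -3.75 and -3.18 at 48 hpi and -3.97 and -3.47 at 96 hpi, and both were called in each of these comparisons under all 16 settings of the fit. The next genes, for a Cys-rich domain protein (Glyma.18G022600) and a wound-induced protein (Glyma.18G022700), had -0.81 and -0.18 in controls without a call but -3.23 and -2.63 at 96 hpi, and the second lost this call with only the groups compared in the fit. On either side, Glyma.18G022300 and Glyma.18G022800 had -0.03 and 0.12 in controls. Table S2 of the paper lists these 4 lower genes among the DEGs between the lines after infection (Glyma.18G022400 at 24 and 48 hpi in the part used here, the others at all 3 times), its text does not discuss them, and no copy number or genotype was analysed here.

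At 96 hpi more genes of cell division, water transport and pectin modification were higher than lower in the R line against the S line, while genes of growth-related wall loosening went both ways. Of 340 cell division genes 43 were higher and 5 lower (44 and 5 adjusted over the list alone) in the R line, and of 46 aquaporins 17 were higher and 2 lower (17 and 2 adjusted over the list alone), with the tonoplast intrinsic proteins Glyma.01G208200 and Glyma.11G034000 higher by 2.87 and 2.76, both calls being lost with only the groups compared in the fit and by the authors' deposited p-values. Of 195 genes of pectin modification 25 were higher and 9 lower (25 and 9 adjusted over the list alone). Camera gave adjusted p = 0.00201, 0.00203 and 0.00846 for these 3 lists, and adjusted p = 0.539 for each with an estimated correlation. Of 128 genes of growth-related wall loosening 18 were higher and 15 lower (18 and 15 adjusted over the list alone) (camera adjusted p = 0.3, and adjusted p = 0.615 with an estimated correlation), with 10 and 4 without R 96 hpi replicate 3, 7 lower without S 96 hpi replicate 1, 8 lower without S 96 hpi replicate 3 and 14 and 9 after quantile normalization. Fitted with only the groups compared, limma called 1 cell division gene, 1 aquaporin and 1 wall loosening gene higher and no pectin gene (80, 18, 27 and 39 higher at an unadjusted p below 0.05), and limma voom on the recovered reads called 29, 10, 14 and 17 higher and no aquaporin lower (5 at an unadjusted p below 0.05). Leaving out R 96 hpi replicate 3 left 14 higher and 2 lower cell division genes and 16 higher and 2 lower pectin genes, without S 96 hpi replicate 1 27 and 16 higher (2 lower cell division genes), without S 96 hpi replicate 3 26 higher cell division genes and without S 96 hpi replicate 2 17 lower pectin genes. After quantile normalization the counts were 16 higher and 2 lower in cell division and 10 higher and 8 lower in pectin modification, and after upper-quartile rescaling 48 and 2 in cell division. Against control at 96 hpi, 118 cell division genes and 19 aquaporins were lower in the S line and 60 and 15 in the R line.

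Of 20 methyltransferases of salicylic and benzoic acids 2 were higher and 4 lower (2 and 4 adjusted over the list alone) in the R line at 96 hpi; the higher ones include Glyma.18G238900 and Glyma.18G239000, with 2.95 and 3.21. No lower gene was called by limma with only the groups compared or without R 96 hpi replicate 3 (6 and 3 at an unadjusted p below 0.05), while limma voom on the recovered reads called 6; the lower count was 7 without R 96 hpi replicate 2, 1 without S 96 hpi replicate 1 and 2 without S 96 hpi replicate 2.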
